# Arabidopsis S2Lb links AtCOMPASS-like and SDG2 activity in H3K4me3 independently from histone H2B monoubiquitination

**DOI:** 10.1186/s13059-019-1705-4

**Published:** 2019-05-21

**Authors:** Anne-Sophie Fiorucci, Clara Bourbousse, Lorenzo Concia, Martin Rougée, Anne-Flore Deton-Cabanillas, Gérald Zabulon, Elodie Layat, David Latrasse, Soon Kap Kim, Nicole Chaumont, Bérangère Lombard, David Stroebel, Sophie Lemoine, Ammara Mohammad, Corinne Blugeon, Damarys Loew, Christophe Bailly, Chris Bowler, Moussa Benhamed, Fredy Barneche

## Abstract

**Background:**

The functional determinants of H3K4me3, their potential dependency on histone H2B monoubiquitination, and their contribution to defining transcriptional regimes are poorly defined in plant systems. Unlike in *Saccharomyces cerevisiae*, where a single SET1 protein catalyzes H3K4me3 as part of COMPlex of proteins ASsociated with Set1 (COMPASS), in *Arabidopsis thaliana*, this activity involves multiple histone methyltransferases. Among these, the plant-specific SET DOMAIN GROUP 2 (SDG2) has a prominent role.

**Results:**

We report that SDG2 co-regulates hundreds of genes with SWD2-like b (S2Lb), a plant ortholog of the Swd2 axillary subunit of yeast COMPASS. We show that S2Lb co-purifies with the AtCOMPASS core subunit WDR5, and both S2Lb and SDG2 directly influence H3K4me3 enrichment over highly transcribed genes. *S2Lb* knockout triggers pleiotropic developmental phenotypes at the vegetative and reproductive stages, including reduced fertility and seed dormancy. However, *s2lb* seedlings display little transcriptomic defects as compared to the large repertoire of genes targeted by S2Lb, SDG2, or H3K4me3, suggesting that H3K4me3 enrichment is important for optimal gene induction during cellular transitions rather than for determining on/off transcriptional status. Moreover, unlike in budding yeast, most of the S2Lb and H3K4me3 genomic distribution does not rely on a *trans*-histone crosstalk with histone H2B monoubiquitination.

**Conclusions:**

Collectively, this study unveils that the evolutionarily conserved COMPASS-like complex has been co-opted by the plant-specific SDG2 histone methyltransferase and mediates H3K4me3 deposition through an H2B monoubiquitination-independent pathway in Arabidopsis.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1705-4) contains supplementary material, which is available to authorized users.

## Background

Dynamic changes in chromatin organization and composition rely on many activities, such as the remodeling of nucleosome positioning and the incorporation of histone variants, DNA methylation, and histone post-translational modifications (PTMs) [1–4]. Genome-wide profiling of histone PTMs in the *Arabidopsis thaliana* plant species has established that transcriptionally active genes are typically marked by acetylated histones H3 and H4, monoubiquitinated histone H2B (H2Bub), and di/trimethylated histone H3 at lysine residues such as Lys-4 and Lys-36 (H3K4me2/3, H3K36me2/3) [5–7]. Combinations of histone modifications contribute to create a multilayered system of chromatin states and transcriptional activity [8]. In plant systems, molecular mechanisms underpinning the functional interdependencies between different histone modifications have recently been reported for *Polycomb*-mediated gene repression [9] but have not been characterized for active transcription.

One of the best-described cases of functional *trans*-histone crosstalk is that of H2Bub promotion of histone H3K4me3 deposition on actively transcribed genes in yeast [10] and metazoans [11]. In *Saccharomyces cerevisiae*, H3K4me3 deposition is catalyzed by the SET1 histone methyltransferase (HMT) embedded in a so-called COMPlex of Proteins Associated with Set1 (COMPASS), which also contains the WD40 repeats-containing proteins Swd1, Swd2, and Swd3 as well as Bre2, Spp1, and Sdc1 subunits (reviewed in [12, 13]). Tethering of Swd2 on H2Bub-modified nucleosomes is proposed to recruit yCOMPASS, polymerase-associated factor 1 complex (PAF1c), and RNA polymerase II (RNPII) to promote histone H3 Lys-4 trimethylation [14–17]. Hence, prior monoubiquitination of H2B on Lys-123 by the Rad6/Bre1 ubiquitin conjugase and E3 ligase is a prerequisite for H3K4me3 deposition by Set1 in budding yeast [10, 18–21].

COMPASS-like H3K4me3 HMT activity is evolutionarily conserved in eukaryotes with for example Trithorax (Trx) in Drosophila and mixed lineage leukemia 1 (MLL1) in humans [12, 22]. H3K4me3 is usually found on a limited number of nucleosomes surrounding the transcription start site (TSS) and is functionally linked to RNPII transcriptional activation and the switch to elongation in many eukaryotes including plants [5, 23–28].

As many as 47 distinct SET-domain proteins are encoded in the Arabidopsis genome, together forming the SET domain protein group (SDG) [29–31]. Among them, ATX1 (ARABIDOPSIS TRITHORAX1) [32] and ATXR7 (ARABIDOPSIS TRITHORAX-RELATED7) [33, 34] appear to target highly specific genomic loci or to be cell type specific whereas the plant-specific SET DOMAIN GROUP 2 (SDG2)/ARABIDOPSIS TRITHORAX RELATED 3 HMT presumably targets a broad repertoire of genes [35, 36]. Notwithstanding, while the influence of H3 Lys-4 trimethylation on transcription activation/elongation in plants has begun to emerge [37–40], the Arabidopsis genomic loci targeted by SDG2 as well as the mechanisms determining its specificity remain undetermined. ATX1 has been shown to have a high affinity for Ser5-phosphorylated RNPII, a property enabling this COMPASS-associated HMT to facilitate RNPII exit from to the promoter proximal pause region to favor transcription elongation [37, 41]. A molecular crosstalk mechanistically linking H3K4me3 and H2Bub deposition has however not been established in plants [42].

In addition to HMT diversification, Arabidopsis also possesses homologs for all known COMPASS subunits such as WDR5a and WDR5b playing the role of the yeast Swd3 core component, potentially forming several COMPASS-like complexes. More generally, all structural components of the yeast COMPASS (yCOMPASS) complex subunits appear to be conserved in Arabidopsis, such as a RbBP5-LIKE (RBL), a Swd3 homolog (WDR5a/b), and a Bre2 homolog (ARABIDOPSIS Ash2 RELATIVE or ASH2R) [40, 43–45]. They contribute to flowering time control by allowing H3K4me3 deposition on the *FLOWERING-LOCUS C* (*FLC*) regulatory gene [43, 44] but also to drought stress tolerance [46] and endoplasmic reticulum stress response [47], presumably as a consequence of a general influence on RNPII activity during cellular transitions or in response to environmental signals. Accordingly, knocking out AtCOMPASS-like core subunit genes is lethal [43, 44], indicating a fundamental role in plant development.

Here, we first identify S2Lb as an Arabidopsis homolog of the Swd2 COMPASS-associated subunit, which acts as a key component of the H2Bub-H3K4me3 *trans*-histone crosstalk in *S. cerevisiae* [14, 17]. We report that S2Lb is a euchromatic protein that functionally associates with an AtCOMPASS-like complex and with the plant-specific SDG2 HMT to broaden H3K4me3 enrichment over most transcribing genes, especially those abundantly occupied by RNPII. Using *HUB1* loss-of-function plants in which H2Bub deposition is abolished [48, 49], we further unveil that COMPASS-like activities mediate H3-Lys4 trimethylation largely independently from histone H2B monoubiquitination in Arabidopsis.

## Results

### Two evolutionarily conserved *SWD2-LIKE* genes encode euchromatic proteins in *A. thaliana*

Phylogenetic analysis of the *S. cerevisiae* Swd2 protein sequence and putative homologs in human, Drosophila, and representative plant species revealed that plant *SWD2*-like genes form a distinct clade from metazoan orthologs (Fig. 1a; Additional file 1). The presence of two or more *SWD2-LIKE* genes suggests that a gene duplication event occurred before the separation of gymnosperms and angiosperms. In Arabidopsis, *At5g14530* and *At5g66240*, designated here as *SWD2-LIKE-a* (*S2La*) and *S2Lb*, encode such predicted paralogs with high amino acids sequence similarity with yeast Swd2 (45.3% and 43.4%, respectively). These two genes were first identified for their influence on Arabidopsis flowering time as *Anthesis promoting factor 1* (*APRF1*; [50]) and *ubiquitin ligase complex subunit 1* ([51]), respectively. RT-qPCR analysis of whole seedlings and of different adult plant organs showed that both genes are broadly expressed, *S2Lb* being usually expressed to a much higher level than *S2La* (Additional file 2: Figure S1). This difference is also apparent in publicly available anatomy-related transcriptomes [52], with *S2La* mRNA being mildly detected in all analyzed samples except in senescent leaves (Additional file 2: Figure S1). In addition to this differential regulation, structural variations can be identified between S2La and S2Lb, and with their yeast and human orthologs. Six canonical WD40 repeats can be identified in S2La and S2Lb versus seven in Swd2 and in the human homolog Wdr82 (Additional file 2: Figure S2). The WD40 repeat IV was not detected in the central part of S2La, and the S2Lb carboxy-terminal domain carries divergent WD40 repeats. Sub-nuclear immunolocalization of GFP-tagged S2La and S2Lb stably expressed *in planta* further showed that both proteins localize to euchromatin and are excluded from the nucleolar compartment and from all densely packed heterochromatic foci known as chromocenters (Fig. 1b), in agreement with a potential role linked to RNPII transcription.

**Fig. 1:**
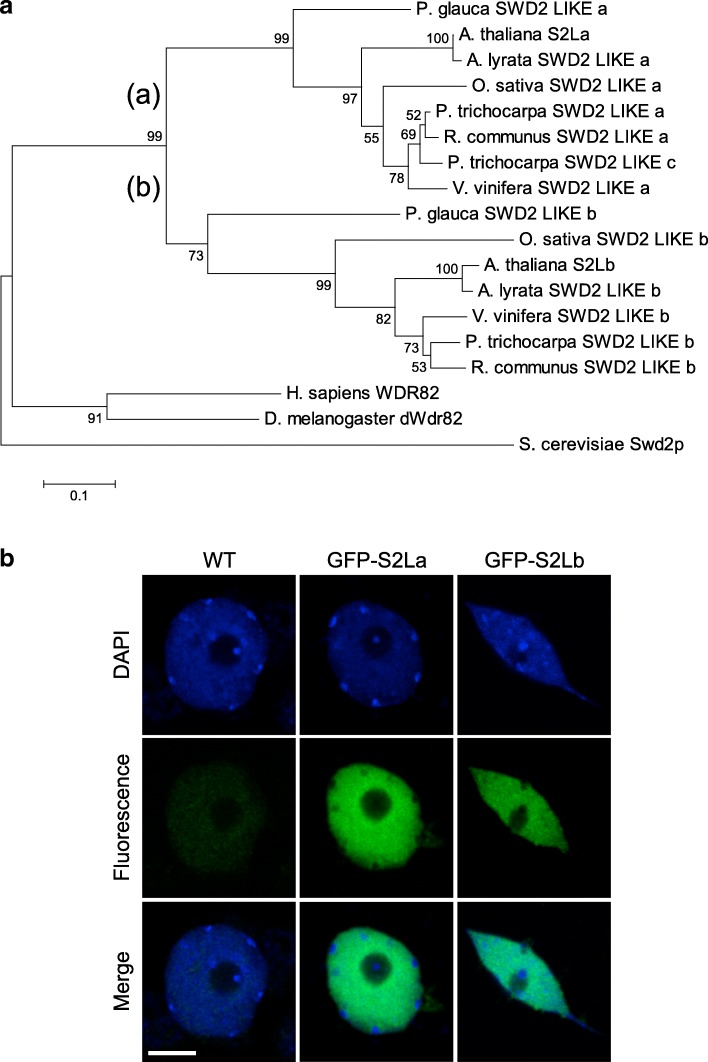
Two Swd2-like euchromatin proteins in Arabidopsis. **a** Neighbor-joining tree of full-length Swd2-like proteins from representative species. The plant clade can be divided into two sub-clades containing each a Swd2-Like isoform, (a) and (b). The numbers indicate bootstrap values from 1000 replicates. Scale for sequence divergence is represented by a bar. Gene and protein IDs are given in Additional file 1: Table S1. **b** S2La and S2Lb are euchromatic proteins. Immunodetection of GFP-tagged S2La and S2Lb proteins in interphase cotyledon nuclei (green). DNA is counterstained with DAPI (blue). Scale bar, 2 μm

### *S2Lb* but not *S2La* loss of function causes pleiotropic developmental defects

To explore the function of *S2La* or *S2Lb in planta*, T-DNA insertion lines interrupting each gene were obtained from public collections, which we named *s2la-1* [previously described as *aprf1-9* in [50]] and *s2lb-1*, respectively (Additional file 2: Figure S3). Being in a Nossen background, the *s2lb-1* allele was introgressed in a Col-*0* background through five successive backcrosses to generate the *s2lb-2* line.

As described earlier [50], *s2la-1* plants exhibited no apparent developmental abnormalities under laboratory growth conditions at the vegetative stage. In contrast, *S2Lb* loss-of-function in both Nossen and Col-*0* backgrounds triggered significant growth defects resulting in small leaf size, small rosette diameter, shorter roots, and reduced number of lateral roots (Fig. 2a–e). Such defects were not observed in heterozygous plants for the *s2lb-2* allele. Homozygous plants could efficiently be rescued by stably expressing GFP-tagged or native S2Lb proteins under control of the *S2Lb* endogenous promoter (Additional file 2: Figure S4), thus confirming the specific and recessive property of the mutation effect on plant growth.

**Fig. 2:**
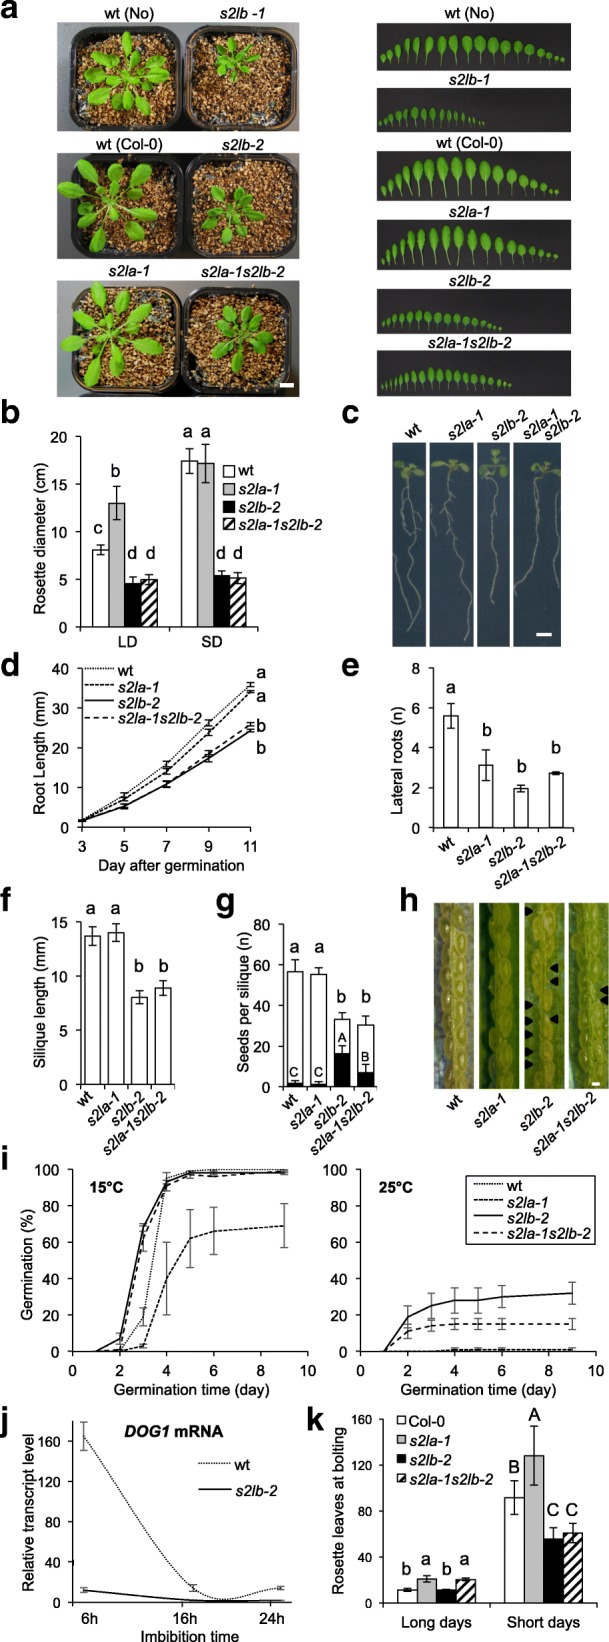
Growth defects of *s2l* mutant plants at the reproductive and vegetative stages. **a** Representative phenotypes of 4-week-old adult plants (left panel) and of dissected leaves (right panel) from plants grown under short-day conditions. Scale bar, 1 cm. **b** Rosette diameter at bolting of plants grown under-short (SD) or long-day (LD) photoperiods. Error bars indicate SD (*n* > 12). **c** Representative root phenotypes of 11-day-old seedlings. Scale bar, 0.5 cm. **d** Primary root length from 3 to 11 dpi. Error bars indicate SD from two biological replicates. **e** Seedling lateral root number at 11 dpi. Error bars indicate SD from two biological replicates. **f** Mean silique length and **g** number of seeds (or ovules) per silique in selfed wild-type and *s2la/b* mutant plants prior to seed desiccation. Black bars represent the mean number of undeveloped seeds per silique. Error bars indicate SD (*n* > 12 siliques each, from three individuals). **h** Enlarged view on a representative silique for each genotype. Arrows indicate undeveloped seeds/ovules. **i** Dormancy defects induced by *S2Lb* loss-of-function. The graph shows the percentage of freshly harvested germinating seeds from wild type, *s2la*, *s2lb*, and double *s2las2lb* mutant plants at 15 °C (vigor test, left graph) and 25 °C (dormancy test, right graph) in darkness. Error bars indicate SD between three biological replicates using two independent seed propagation sets (*n* = 50 seeds each). **j** RT-qPCR analysis of *DOG1* transcripts level in seeds of wild-type and *s2lb* mutant plants upon imbibition. Total RNAs were extracted at the indicated time points. *DOG1* expression level relative to housekeeping genes is given as the mean of three independent biological replicates. **k** Flowering time phenotype analyzed as the number of leaves at bolting under SD or LD conditions. Error bars indicate SD (*n* > 12). The letters indicate significant differences among sample means in ANOVA analysis followed by Tukey’s range test (*p* < 0.05)

At the reproductive stage, *s2lb-2* mutant plants display fertile flowers, but the resulting siliques are short and contain a low number of ovules leading to ~ 50% arrested seed development (Fig. 2f–h). Interestingly, however, freshly harvested *s2lb-2* viable seeds reproducibly had a high germination capacity at 25 °C, but both genotypes displayed high seed vigor at 15 °C, a temperature at which dormancy is not induced [53, 54]. These observations indicate that establishment or completion of the dormancy process is deficient in *s2lb-2* seeds (Fig. 2i).

Considering the influence of HUB1 on the *DELAY OF GERMINATION1* (*DOG1*) gene [48, 55], possibly via a related chromatin mechanism, we further investigated the expression of this master regulator of dormancy. As expected [56], *DOG1* was strongly expressed in imbibed seeds and subsequently downregulated during germination in wild-type plants. In contrast, *DOG1* transcripts were barely detected in *s2lb-2* seeds (Fig. 2j). Hence, incapacity in inducing *DOG1* upon imbibition might on its own be responsible for the dormancy phenotype.

To test for potential redundancy of *S2La* and *S2Lb* function, *s2la-1 s2lb-2* double mutant plants were generated, showing largely similar vegetative phenotypic defects as *s2lb-2* single mutants (Fig. 2a–e). The double mutants nonetheless generated slightly longer siliques than *s2lb-2* mutant plants (Fig. 2f), producing more viable seeds (Fig. 2h) with an intermediate dormancy phenotype between wild-type and *s2lb-2* seeds (Fig. 2i). Strikingly, *s2la-1* and *s2lb-2* mutations also have distinct effects on flowering time control under a long-day photoperiod [as shown previously with *s2la-1* (*aprf1-9* in [50]) and *S2Lb* RNAi lines [51]]. Under a short-day photoperiod, the *s2la-1* plants exhibited a late flowering phenotype while *s2lb-2* and double mutant plants were early flowering (Fig. 2k). Collectively, these analyses indicate that (i) *S2Lb* is more expressed than *S2La*, (ii) has a more pleiotropic role than *S2La* in vegetative and reproductive phases of plant development, and (iii) some of the phenotypes observed in *s2lb* mutant can be partially rescued by *S2La* loss-of-function.

### *S2Lb* is a major determinant of the H3K4me3 landscape

To explore the potential influence of S2L proteins in COMPASS-like activities, we first determined H3K4me1/2/3 global levels in *s2la* and *s2lb* lines by immunoblot analysis of chromatin extracts. No significant alterations could be detected in the *s2la-1* line. By contrast, in both Col-*0* and Nossen backgrounds, *S2Lb* loss-of-function triggered a ~ 2-fold decrease of H3K4me3 relative to total histone H3 levels, but not of H3K4me1 and H3K4me2 enrichment (Fig. 3a, Additional file 2: Figure S5). This defect was similarly observed in *s2la-1 s2lb-2* and was rescued upon complementation of the s*2lb-2* line by a *S2Lb-GFP* transgene, indicating that *S2Lb* but not *S2La* has a prominent influence on global H3-Lys4 trimethylation. Hence, we conclude that, similarly to the WDR5a AtCOMPASS core subunit [43, 44] and the SDG2 HMT [35, 36], S2Lb represents a major contributor to H3K4me3 deposition in Arabidopsis.

**Fig. 3:**
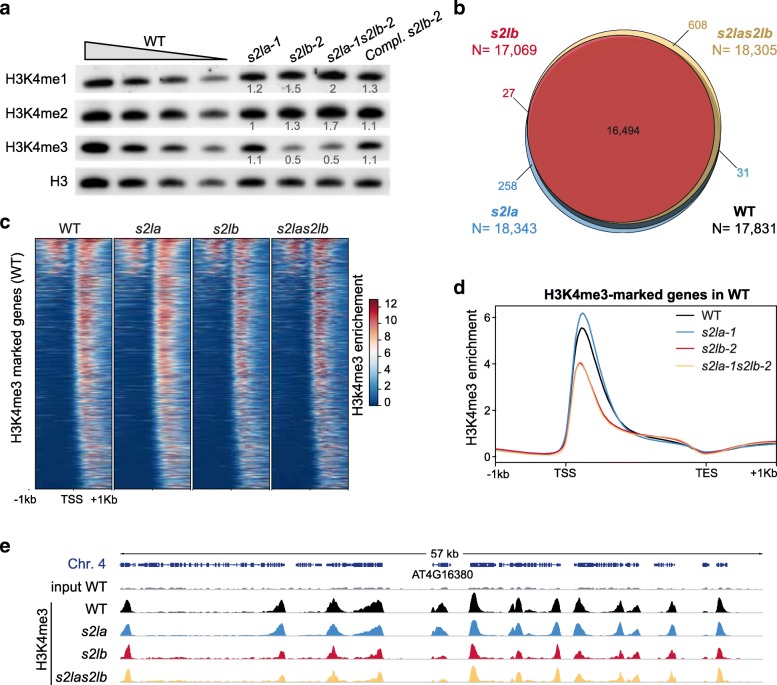
S2Lb is a major determinant of the H3K4me3 landscape. **a** Immunoblot analysis of chromatin extracts from rosette leaves of wild-type, *s2la-1*, *s2lb-2*, *s2la-1 s2lb-2*, and complemented *s2lb-2/S2Lb::*S2Lb-GFP plant lines. Histone H3 methylation was detected using the indicated antibodies. Decreasing quantities of chromatin extracts from wild-type plants are shown for comparison, and detection of total histone H3 is used as a loading control. Quantification of H3-Lys4 methylation signals in *S2L* loss-of-function plants is given relative to their corresponding histone H3 levels. For each histone mark, levels in wild-type plants are arbitrarily set to 1. **b** ChIP-seq identification of the genes marked by H3K4me3 in WT, *s2la-1*, *s2lb-2*, and *s2la-1 s2lb-2* seedlings in two independent biological replicates. The corresponding gene IDs are listed in Additional file 3: Table S2. **c** H3K4me3 enrichment over the genes marked in WT plants (*N* = 17,831). Genes are equally ranked from top to bottom in each plant line according to the H3K4me3 median enrichment in the WT. **d** H3K4me3 median enrichment over the genes marked in WT plants (*N* = 17,831). **e** Genome browser view of H3K4me3 enrichment over a representative region of chromosome 4. *At4g16380* is shown as an example of a gene called by MACS2 as marked by H3K4me3 in WT and *s2la-1* but not in *s2lb-2* and *s2la-1 s2lb-2* mutant lines. Each track represents the average data of two independent biological replicates. All tracks are equally scaled

To determine more precisely the genomic loci impacted by S2L proteins, we first conducted a ChIP-seq analysis of the H3K4me3 landscape in 6-day-old *s2la-1*, *s2lb-2*, and *s2la-1 s2lb-2* mutant seedlings. At this early stage, mutant and wild-type phenotypes were not visibly distinguishable. In accordance with previous H3K4me3 profiling [5, 28], H3K4me3 was mostly enriched downstream of the transcription start sites (TSS) of ~ 18,000 genes in wild-type plants (Fig. 3b–d; Additional file 2: Figure S6). H3K4me3 enrichment in *s2la-1* was similar to the wild-type plants in terms of the number of marked genes and the overall profile. H3K4me3 peaks could also be detected over the same repertoire of genes in *s2lb-2* and *s2la-1 s2lb-2* mutants (WT-marked genes, Fig. 3b), although H3K4me3 peaks are lower and/or narrower in the absence of *S2Lb* function (Fig. 3d, e). Overall, these analyses showed that S2Lb, but not S2La, is required for increasing or possibly broadening H3K4me3 enrichment over most genes.

### S2Lb associates with highly transcribed genes and is required for optimal gene inducibility

To define which genes are directly targeted by S2Lb, we conducted an anti-GFP ChIP-seq analysis of a *s2lb-2*/*S2Lb::S2Lb-GFP* complemented line (4a). An EGS/formaldehyde double crosslinking allowed us to obtain robust signals with discrete peaks (see Additional file 2: Figure S6 and Methods) and no significant background in wild-type plants used as a negative control (Additional file 2: Figure S7). Remarkably, among the 4557 S2Lb-GFP peaks, 97% matched H3K4me3-marked genes, altogether targeting one quarter of them (Fig. 4a; Additional files 3 and 4). More precisely, profiling of reads density showed a clear tendency for co-occurrence of S2Lb-GFP and H3K4me3 in the region just downstream of TSS (Fig. 4a–c). For example, S2Lb-GFP profile perfectly matched H3K4me3 domains over housekeeping genes like *TUBULIN8* but was not detected over non-expressed genes like *FT* (Fig. 4c). Of note, similar S2Lb-GFP and H3K4me3 peaks of low intensity were found at different locations along the dormancy gene *DOG1*, which likely result from sense and antisense transcription start sites [57]. Also in agreement with a potential direct link between S2Lb and H3K4 trimethylation, S2Lb-GFP tends to occupy genes that are highly enriched in H3K4me3 (Fig. 4d). Moreover, H3K4me3 levels over S2Lb-targeted genes were particularly decreased in the *s2lb-2* mutant line (Additional file 2: Figure S7). Finally, we also noted that S2Lb-occupied genes typically displayed a 3′-shift of their H3K4me3 peak as compared to other H3K4me3-marked genes non-targeted by S2Lb (Fig. 4d; Additional file 2: Figure S7). These observations reveal a direct link between S2Lb and H3K4me3 enrichment over a large gene set.

**Fig. 4:**
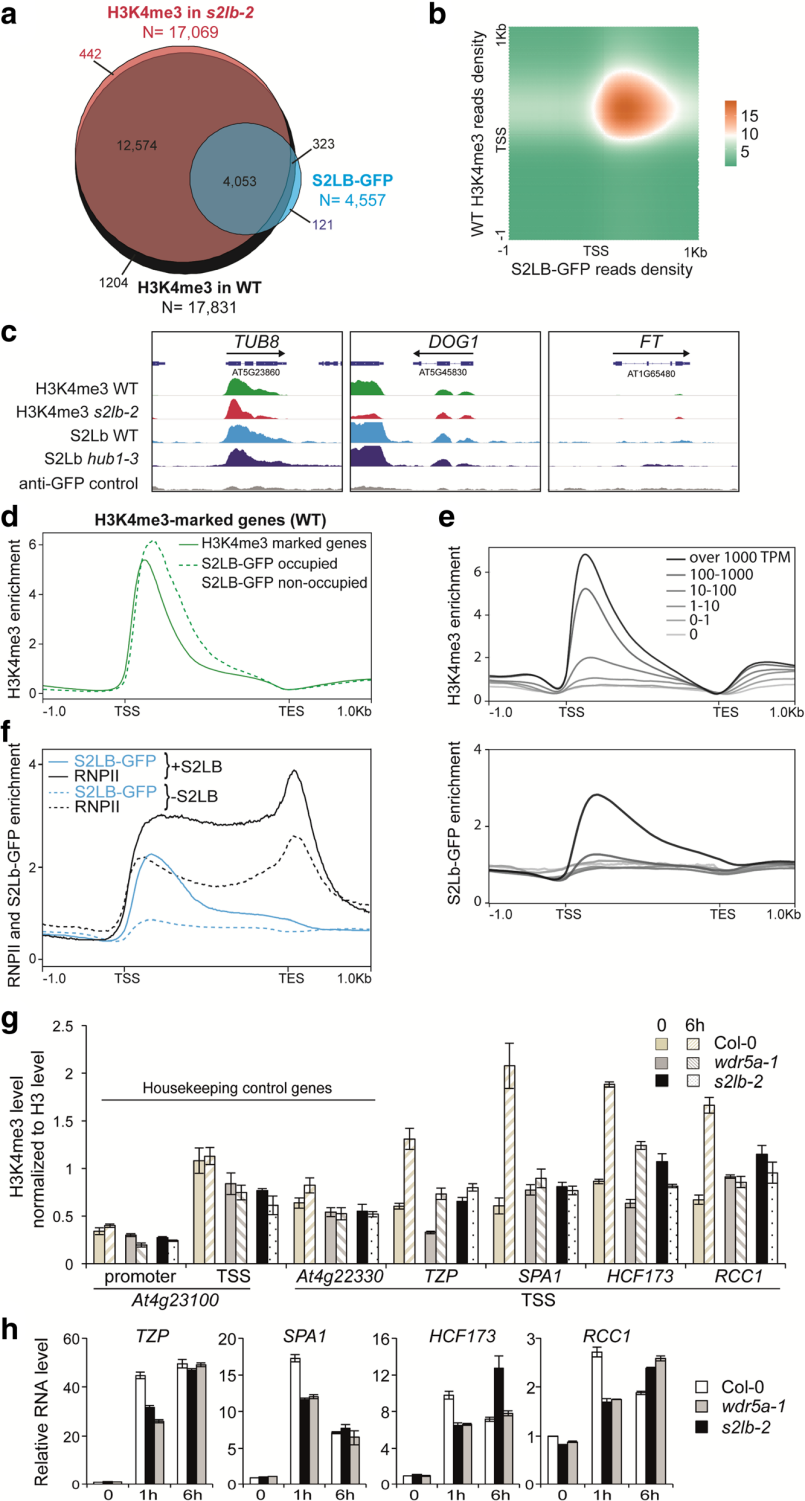
S2Lb-GFP is enriched over highly transcribed genes. **a** About 96% of the S2Lb-GFP target genes are also occupied by H3K4me3. The Venn diagram displays the overlap between genes marked by H3K4me3 in wild-type and *s2lb-2* seedlings and those occupied by S2Lb-GFP in wild-type plants. Gene IDs are listed in Additional files 3 and 4. **b** Density matrix showing the co-occurrence frequency of H3K4me3 and S2Lb-GFP along S2Lb-occupied gene annotations (*N* = 4557). **c** Genome browser view of H3K4me3 and S2Lb-GFP over the *TUBULIN8*, *DOG1*, and *FT* genes. H3K4me3 and GFP signals in different genetic backgrounds are equally scaled. **d** Wild-type H3K4me3 median enrichment over the genes marked by H3K4me3 (dark green line; *N* = 17,831) and those occupied by S2Lb-GFP (dashed green line; *N* = 4557) or not (pale green line; *N* = 13,455). **e** Median enrichment of H3K4me3 (upper metagene plot; *N* = 17,831) or S2Lb-GFP (lower metagene plot; *N* = 4557) on TAIR10 genes split into six classes ranked by expression level in wild-type seedlings. **f** Median enrichment of S2Lb and RNA Pol II over the 4557 genes targeted by S2Lb (+S2Lb) versus the genes targeted by RNPII but not by S2Lb (-S2Lb; *N* = 11,735). RNPII-occupied gene IDs are given in Additional file 6: Table S5. **g** Both S2Lb and AtCOMPASS-like activities are required for H3K4me3 enrichment and induction dynamics of light-responsive genes during de-etiolation. The histogram shows H3K4me3 enrichment over several light-responsive genes in 3-day-old etiolated seedlings upon transfer from dark to light for 1 or 6 h. ChIP-qPCR analyses were performed with an anti-H3K4me3 antibody and with anti-histone H3 to normalize levels to nucleosome occupancy. H3K4me3/H3 levels are given as percentages of IP/input input relative to the mean signals over two housekeeping genes (*At4g23100* and *At4g22330*) with no change in expression and in H3K4me3 level during the transition [58]. Error bars correspond to standard deviations from two replicates. **h** RT-qPCR analysis of light-responsive gene expression in samples in **f**. RNA levels are given relative to the wild-type dark sample (arbitrarily set to 1) normalized to *At5g13440* and *At2g36060* transcript levels. Error bars correspond to standard deviations from two replicates

To further assess a potential link between S2Lb function and transcription, we compared wild-type and *s2lb-2* expression patterns by RNA-seq analysis. 

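The RNA-seq data comprised 4 libraries of polyA RNA from whole 6-day-old seedlings grown under long days, 2 from wild-type Col-*0* plants and 2 from *s2lb-2* plants, with different seed batches for the replicates of a genotype. The libraries were strand-specific and were sequenced together on 1 lane as 50-bp single reads. The authors mapped the reads with STAR on TAIR10, counted them per gene of the Araport11 annotation and divided the counts by the size factors of DESeq2. These normalized counts for 37336 genes were the deposited values used here. In each library, 100% of the values were whole multiples of a single step within a tolerance of 1e-06, so that the reads behind each value could be recovered. The recovered reads on genes numbered 35147859 and 39114300 in the wild-type libraries and 38510743 and 34325097 in the *s2lb-2* libraries. The paper's methods state the smallest number of reads per sample that passed the quality filter, which were reads before mapping, and the values here rest on the reads counted on genes. Between 24227 and 24570 genes had a read in each library, and the 10 genes with most reads took from 9.40% to 10.9% of them. Because the deposited values were normalized, differences between genotypes were tested with limma on log2(normalized count + 1) over the 23723 genes with a mean of at least 1. Genes with an adjusted p under 0.01, the paper's threshold, were called misregulated, without a limit on the fold change. A pseudocount of 1 understates the fold change of weakly expressed genes. Count-based tests were run on the recovered reads as alternatives.
*S2Lb* (AT5G66240), the mutated gene, lies on chromosome 5 of TAIR10.1 from 26466172 to 26468484 on the plus strand. Its normalized count was 1475 ± 195 (SD, n = 2) in wild-type and 74.0 ± 9.58 (SD, n = 2) in *s2lb-2* seedlings. The log2 fold change was -4.30 (standard error 0.166, adjusted p = 0.00620 by limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -4.43 and -4.16. In these fits the lone library of a genotype is assumed to vary like those of the other, so only the size of the change is given. The paralog *S2La* (AT5G14530), on chromosome 5 from 4684597 to 4687023, had 248 ± 34.4 normalized counts (SD, n = 2) in wild-type and 239 ± 16.1 (SD, n = 2) in *s2lb-2* seedlings. This difference was within the spread between replicates (adjusted p = 0.913 by limma with Benjamini-Hochberg adjustment). *SDG2* (AT4G15180), on chromosome 4 from 8651406 to 8662587, had a log2 fold change of 0.18 (standard error 0.0769), which did not pass the threshold (adjusted p = 0.318 by limma with Benjamini-Hochberg adjustment).

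**Figure D1:**
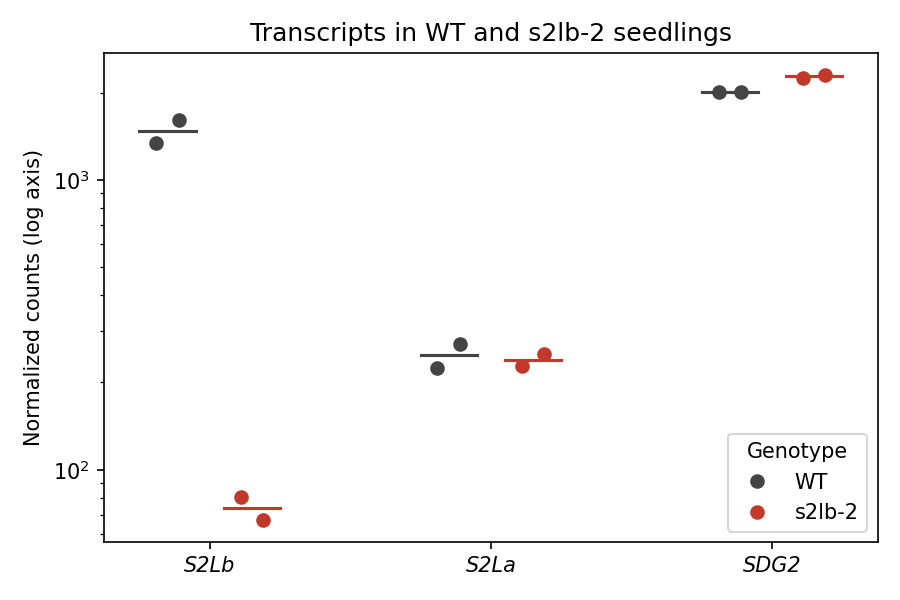
Normalized counts, on a log axis, of *S2Lb*, *S2La* and *SDG2* in each of the 4 libraries, with 1 point per library and a line at the mean of each genotype. *S2Lb* stands at 1337 and 1613 in the wild-type libraries and at 80.8 and 67.2 in the *s2lb-2* libraries, whereas the points of *S2La* overlap between genotypes.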

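The functions of the misregulated genes were examined through 30 keywords searched in the gene descriptions of the reference annotation, since the gene ontology tool of the paper was not used here. Each keyword was tested among up- and downregulated genes separately, against all tested genes, with Fisher's exact test (2-sided) and Benjamini-Hochberg adjustment over the 60 tests. Among the genes called by limma, 0 of the 60 tests had an adjusted p under 0.05, and 4 had an unadjusted p under 0.05. The longer list of genes called by DESeq2 on the recovered reads gave 5 tests with an adjusted p under 0.05 out of 13 with an unadjusted p under 0.05. Descriptions with the words disease resistance were found for 12 of its 301 upregulated genes and for 163 of the 22045 genes with an adjusted p (odds ratio 5.94, adjusted p = 0.000157 by Fisher's exact test). Reads of such genes can be shared with near-identical copies. Among its 405 downregulated genes, 6 had a description with tubulin, compared to 28 of all tested genes (odds ratio 14.8, adjusted p = 0.000297 by Fisher's exact test). The 6 were *TUA2*, *TUA4*, *TUA6*, *TUB4*, *TUB5* and *TUB8*, named after their values were seen. Glutathione S-transferase was found for 6 of the downregulated genes (odds ratio 7.38, adjusted p = 0.00595), photosystem for 5 (odds ratio 5.87, adjusted p = 0.0359) and cold for 3 (odds ratio 11.5, adjusted p = 0.0415), each by Fisher's exact test. When the tests were repeated on DESeq2 calls under other scalings, added after the values were seen, between 4 and 6 passed. Photosystem was lost with changes centred in bins of exon length, where 2 of its genes were called (adjusted p = 0.652 by Fisher's exact test), and cytochrome P450 passed among upregulated genes with library totals alone (adjusted p = 0.0466 by Fisher's exact test). Over all tested genes of a keyword, the median log2 fold change was 0.18 for disease resistance, -0.16 for tubulin and -0.13 for photosystem, whereas it was above 0 for glutathione S-transferase (0.17) and cold (0.05), against the direction of most of their called genes. Genes are not independent replicates, and these tests describe the lists of called genes.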

Genes misregulated in *s2lb-2* seedlings are prevalently involved in plant adaptive responses to biotic and abiotic environmental cues (Additional file 2: Figure S8 and Additional file 5: Table S4). In good agreement with the hypothesized influence of S2Lb on RNPII progression, *s2lb-2* misregulated genes display a biased proportion between down- and upregulated genes (60% vs 40%, respectively; Additional file 2: Figure S8). 

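By limma, 15 genes were upregulated and 14 were downregulated, so that 48.3% of the misregulated genes were downregulated (95% Wilson interval from 31.4% to 65.6%). At an adjusted p under 0.05 the share of downregulated genes was 57.8%, from 160 up- and 219 downregulated genes. DESeq2 on the recovered reads gave 57.4% (95% Wilson interval from 53.7% to 61.0%). The share in the authors' deposited table is 59.1%, from 276 up- and 398 downregulated genes. These intervals treat genes as independent and cover counting error only.
The strongest rise among the genes called by limma was that of AT5G47260, annotated as a putative disease resistance protein on chromosome 5 from 19189411 to 19192516. It had 0 reads in both wild-type libraries and normalized counts of 141 and 135 in the *s2lb-2* libraries, at least 93.5-fold higher against a floor of 3 reads over the group (adjusted p = 0.00781 by limma with Benjamini-Hochberg adjustment). The authors' deposited table gives it an adjusted p of 0.197, over the threshold. *CSR1* (AT3G48560), on chromosome 3 from 18001283 to 18003749, rose from 15687 ± 154 to 179792 ± 7430 normalized counts (SD, n = 2 each). Its log2 fold change was 3.52 (standard error 0.0858, adjusted p = 0.000983 by limma with Benjamini-Hochberg adjustment). Counts per gene do not tell transcripts of the annotated gene from those of a further copy. *ZIP8* (AT5G45105) and AT5G64685 stood between AT5G47260 and *CSR1* in the list of largest rises, with log2 fold changes of 4.70 and 4.45, and AT3G26460 came after *CSR1* with 2.27. The annotation gives *ZIP8* as a transcribed pseudogene and AT5G64685 as a pseudogene, so their reads can be shared with related genes. AT5G47260 and *ZIP8* both lie between 17000001 and 20000000 of chromosome 5, where the genes called by DESeq2 were densest.
The strongest fall was that of AT5G66052, on chromosome 5 from 26416126 to 26416924 and 50.8 kb from *S2Lb*. It had normalized counts of 214 and 375 in the wild-type libraries and 0 reads in both *s2lb-2* libraries, at least 198-fold lower against the same floor. The authors' deposited table gives AT5G66052 an adjusted p of 0.121, likewise over the threshold. *DR4* (AT1G73330), *AGL87* (AT1G22590) and *GASA6* (AT1G74670) had log2 fold changes of -2.63, -2.44 and -2.37. For all called genes, the values of the genotypes did not overlap. Of all tested genes 49.5% met this criterion, which chance gives for 33.3% of genes with 2 libraries against 2. The paper relates the larger proportion of downregulated genes to its hypothesis that S2Lb influences RNPII progression.

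**Figure D2:**
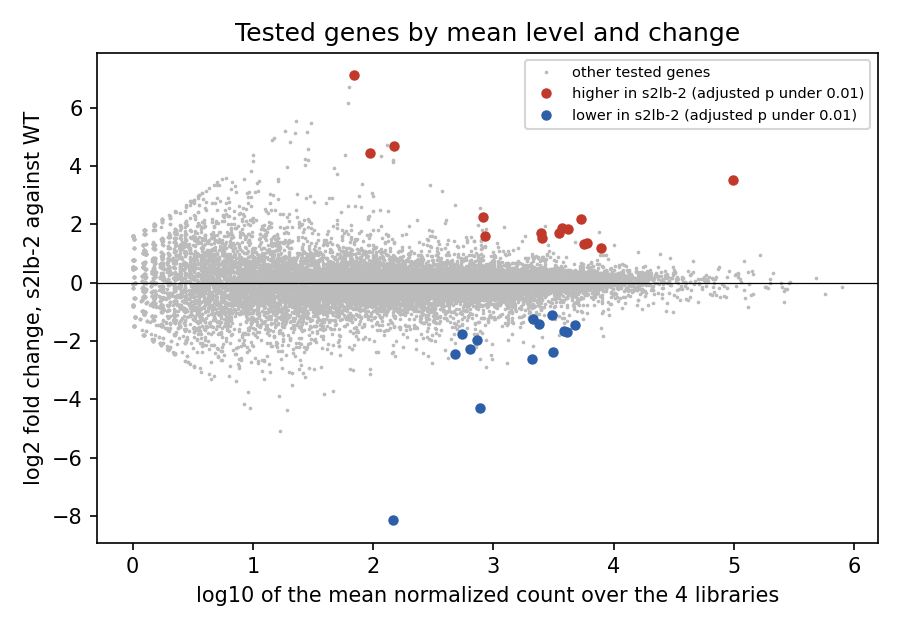
Log2 fold change of *s2lb-2* against wild-type seedlings for each tested gene (vertical axis) by the log10 of its mean normalized count over the 4 libraries (horizontal axis). Red and blue points are the 15 genes higher and the 14 genes lower in *s2lb-2* with an adjusted p under 0.01 by limma, and the point near 5 on the horizontal axis and 3.52 on the vertical axis is *CSR1*.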

Secondly, we assessed the relationship between S2Lb chromatin association and gene expression by quantifying its occupancy over classes of genes having different transcript levels. This showed that H3K4me3 levels correlate positively with transcript abundance while, in contrast, S2Lb-GFP targeted genes correspond to the most highly expressed genes (Fig. 4e).

These observations may underscore a strict correlation between H3K4me3 marking and transcription in the bulk of different cell populations of seedlings, while in contrast S2Lb might only be detected on the most frequently transcribed genes in those various cell types. To test this hypothesis, we compared the occupancy of S2Lb-GFP and RNPII along the genome (Additional file 2: Figure S9). RNPII ChIP-seq profiling identified about 16,000 genes that, as expected, were usually marked by H3K4me3 (88% of them) and overlapped almost entirely with S2Lb-GFP occupied genes (94% of them; Additional file 2: Figure S9). As reported earlier in various species [8], RNPII was typically enriched along the transcribed domains, with a peak at the transcription elongation stop (TES; Fig. 4e; Additional file 2: Figure S9). Of note, RNPII enrichment was much higher on S2Lb-GFP occupied genes than on other genes (Fig. 4f) as observed with H3K4me3 (Fig. 4d). We concluded from these observations that S2Lb prevalently occupies genes when they are highly transcribed.

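The number of genes called misregulated in *s2lb-2* seedlings depended on the test and on whether the replicate number was a term of the fit. With the test for normalized values, limma, 4118 genes had an unadjusted p under 0.05 and 29 passed the adjusted threshold of 0.01. Of these 29 genes, 26 are in the list of up- and downregulated genes of Table S4, all with the same direction as in that list. The edgeR likelihood ratio test moved the count most, to 932 genes. DESeq2, the tool of the paper, called 706 genes on the recovered reads, including all 29 genes called by limma and 547 of the genes of that list. Limma-voom called 1 gene, and the quasi-likelihood test of edgeR, added after the values were seen, called 2 genes (3824 with an unadjusted p under 0.05). With the replicate number as a further term, limma called 663 genes, 580 of them in that list, and 2051 at an adjusted p under 0.05. Deviations of same-numbered libraries correlated at 0.178 over all tested genes and at 0.407 over genes with a mean above 50. The paper does not say that a number marks a shared batch, so the main fit did not take the numbers as a pairing. The authors' comparison was nevertheless not the fit of genotype alone that was run here. For *TZP* it gives a log2 fold change of -0.16 (error 0.189), where DESeq2 on the recovered reads gave -0.25 (error 0.579). Whether it held a replicate term is not stated. The 29 genes of limma are therefore not set against the paper's number under the same model. At an adjusted p under 0.05 the counts were 354 by limma-voom, 379 by limma, 389 by the quasi-likelihood test, 1125 by DESeq2 and 1478 by the likelihood ratio test. With any of the 4 libraries left out, limma called 0 genes at an adjusted p under 0.01 and between 2533 and 3468 genes had an unadjusted p under 0.05. Each of these fits leaves 1 library in a genotype, so the spread of that genotype cannot be estimated. On simulated libraries with 200 changed genes, limma recovered 79.5% of them at an adjusted p under 0.01 with 1 false call, and DESeq2 recovered 77.0%. These libraries had 1 dispersion (0.022) for all genes and no effect shared by replicate number. The tools differed far less there than on the real libraries, so these shares are not the power of the tests here.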

Considering these findings, the number of misregulated genes in *s2lb-2* (*N* = 674) appears small as compared to the number of genes occupied by S2Lb-GFP (*N* = 4557). This contrast may suggest that H3K4me3 deposition is not sufficiently decreased upon *S2Lb* knockout to impair their transcription or that H3K4me3 enrichment is dispensable for efficient gene expression. Another possibility is that biological deficiencies linked to H3-Lys4 trimethylation function on transcription elongation or mRNA processing would be more easily detectable during a cellular transition when genes are upregulated rather than long after reaching steady-state expression levels. To assess whether S2Lb, and more generally AtCOMPASS activity, impacts gene induction dynamics, we monitored the expression of representative light-responsive genes during de-etiolation. This morphogenic transition involves a global increase of transcription when dark-grown, etiolated seedlings are exposed to light for the first time [59]. We tested candidate genes (*TZP*, *SPA1*, *HCF173*, and *RCC1*) that were previously identified as being subject to histone H2Bub dynamics for optimal inducibility by light [60]. ChIP-qPCR and RT-qPCR showed that these genes are subject to H3K4me3 enrichment within the first 6 h of the dark-to-light transition (Fig. 4g). As expected, H3K4me3 levels displayed slower induction dynamics in *s2lb-2* seedlings and in the *wdr5a-1* RNAi line [43] than in wild-type plants. This deficiency was also true for dynamic changes in transcript levels (Fig. 4h). We conclude from these analyses that, as previously proposed for H2Bub dynamics [60], H3-Lys4 trimethylation and/or AtCOMPASS-like activity is required for optimal gene upregulation in Arabidopsis but marginally impair mRNA steady-state levels.

### S2Lb co-regulates a large set of genes with AtCOMPASS-like complexes and with SDG2

To test whether S2Lb acts as a COMPASS-like associated factor, we first assessed whether it was part of a high-molecular weight (HMW) complex by size-exclusion chromatography of soluble protein extracts from *S2Lb*::*S2Lb-GFP* plants. S2Lb-GFP eluted in two main peaks, the first one likely corresponding to its ~ 65 kDa monomeric form and the second one to a high-molecular weight complex of ~ 900 kDa or more (Fig. 5a). To test whether these HMW fractions correspond to COMPASS-like complexes, S2Lb-GFP was immunoprecipitated from different fraction pools and tested for the presence of WDR5. This core subunit of AtCOMPASS-like complexes is also essential for a large fraction of H3K4me3 deposition in Arabidopsis [43–45]. S2Lb-GFP and WDR5 were both initially more abundant in monomeric fractions (input, pool 4), but WDR5 mainly immunoprecipitated with S2Lb-GFP from HMW fractions (pools 1 and 2; Fig. 5b). Hence, we conclude that S2Lb and WDR5 can associate within one or more HMW complexes *in planta*. Given the influence of S2Lb and WDR5a in H3K4me3, these HMW complexes likely correspond to AtCOMPASS-like activities.

**Fig. 5:**
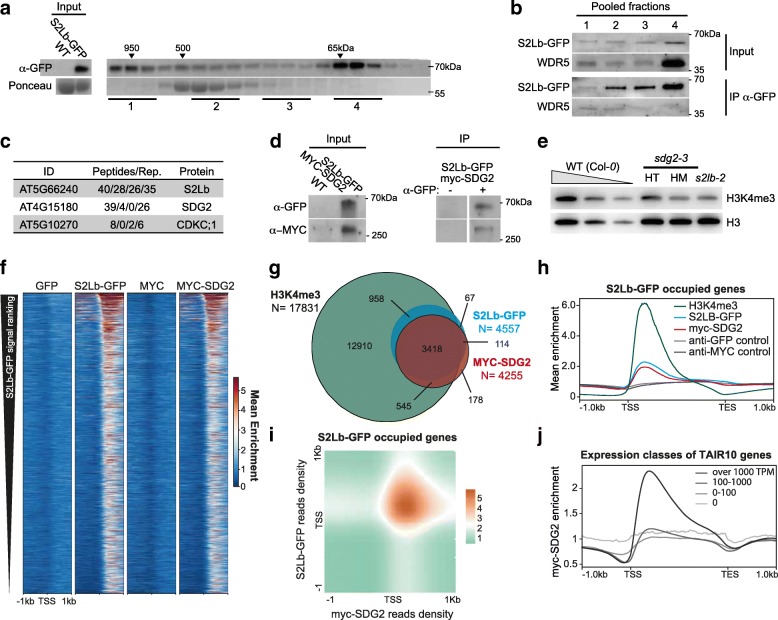
S2Lb and SDG2 associate over a large gene repertoire. **a** Size-exclusion chromatography of S2Lb-GFP complex size in *S2Lb::S2Lb-GFP* plant extracts. FPLC fractions were analyzed by anti-GFP immunoblot. Arrows indicate the elution peaks of molecular-weight standards in the same conditions. **b** Endogenous WDR5 co-immunoprecipitates with S2Lb-GFP in HMW fractions. Pooled fractions from samples in **a** were used for anti-GFP immunoprecipitation and analyzed using anti-GFP and anti-WDR5 antibodies. **c** IP-MS identification of S2Lb-GFP interacting proteins. The table gives the number of peptides from the indicated proteins detected using plant extracts from *S2Lb-GFP* plants but not from wild-type Col-*0* plants in four biological replicates. **d** Co-immunoprecipitation assay on *SDG2::MYC-SDG2;S2Lb::S2Lb-GFP* plants with anti-GFP coated (+) or uncoated beads (−). Immunoprecipitated S2Lb-GFP and MYC-SDG2 proteins were detected by anti-GFP and anti-MYC immunoblots, respectively. **e** Chromatin extracts from *S2Lb* and *SDG2* loss-of-function plants display similar defects in H3K4me3 global level. Immunoblot analysis of WT, *s2lb-2*, and heterozygote (HT) or homozygote (HM) *sdg2-1* seedlings was performed using antibodies recognizing total histone H3 and H3K4me3. H3 is used as a loading control. **f** The heatmap shows S2Lb-GFP and MYC-SDG2 enrichment over S2Lb-GFP occupied genes (*N* = 4557). Genes are equally ranked from top to bottom in each line according to S2LB-GFP median enrichment. **g** Overlap between genes marked by H3K4me3 and genes occupied by MYC-SDG2 or S2Lb-GFP. The overlap between S2Lb-GFP and MYC-SDG2: × 5.7 *p* value < 0e+00; overlap between S2Lb-FP and H3K4me3: × 1.7 *p* value < 0e+00; overlap between MYC-SDG2 ad H3K4me3: × 1.6 *p* value < 0e+00. The corresponding gene IDs are listed in Additional files 4 and 7. **h** Median enrichment of S2Lb-GFP, MYC-SDG2, and H3K4me3 over S2Lb-GFP occupied genes (*N* = 4557). **i** Density matrix showing the co-occurrence of S2LB-GFP and MYC-SDG2 along S2Lb target genes (*N* = 4557). **j** Median enrichment of MYC-SDG2 on TAIR10 genes split into four classes ranked by expression level in wild-type seedlings

To gain better insights into S2Lb complex activity, we conducted mass spectrometry analysis of proteins co-immunoprecipitating with GFP-S2Lb from *S2Lb*::*S2Lb-GFP* seedlings using wild-type plants as negative control. GFP-SL2b was efficiently retrieved in each of four biological replicates. Under the mild detergent conditions used, this analysis did not allow the recovery of WDR5 or other known COMPASS subunits; however, the most abundantly detected protein that was robustly co-immunoprecipitated was SDG2 (Fig. 5c). Of note, the CDKC;1 protein was also significantly detected in three out of four biological replicates, although with low peptide numbers. This homolog of human CDK9 belongs to the CDK9/CycT complex of P-TEFb and mediates RNPII CTD Ser-2 phosphorylation in Arabidopsis [61].

The potential association of SDG2 with S2Lb was confirmed by co-immunoprecipitation of S2Lb-GFP and MYC-SDG2 tagged proteins stably expressed in Arabidopsis under the control of their endogenous promoters (Fig. 5d). Furthermore, comparison of global H3K4me3 levels in *s2lb-2* and *sdg2-3* mutant plants by immunoblot showed comparable defects (Fig. 5e). Further comparison of the *s2lb-2* transcriptomic profile with all available Genevestigator datasets [52] using the Signature tool identified the *sdg2-3* profile [36] as being the most similar among all available transcriptome datasets (Additional file 2: Figure S10). Even though distinct transcriptomic methodologies were used, direct comparison of misregulated genes in both transcriptome analyses showed that a majority of the *s2lb-2* misregulated genes display a similar trend in *sdg2-3* seedlings (55%; Additional file 2: Figure S10).

We further examined whether S2Lb shares any functional properties with other known H3-Lys4 HMTs such as ATXR7 [33, 34] and ATX1 [32], but we identified no significant similarity with *atxr7-1* and *atx1* transcriptomic data (about 9% maximum overlap; Additional file 7: Table S6). We conclude from these analyses that S2Lb and SDG2 directly or indirectly associate to regulate a common set of genes, possibly acting together at the chromatin level.

Finally, to ascertain whether S2Lb and SDG2 co-regulate genes in situ, we determined the SDG2 chromatin profile by anti-MYC ChIP-seq analysis of *SDG2::MYC-SDG2* seedlings (Fig. 5f; Additional file 9: Table S8). This unveiled that SDG2 associates with a similar number of chromatin loci than SL2b (4255 vs 4557), 80% of them occurring on the same genes (Fig. 5g). Metagene plot analyses showed very similar enrichment profiles over gene bodies (Fig. 5h), mainly co-occurring over 3′ domains of TSS (Fig. 5i). As described above for S2Lb-GFP, almost all genes occupied with MYC-SDG2 were marked by H3K4me3 (Fig. 5g) and tend to be highly expressed (Fig. 5j). Searching for potential DNA sequence contexts underlying S2Lb and/or SDG2 association with chromatin, we were not able to identify a specific set of transcription factor binding motifs, apart from diverse forms of GA stretches (Additional file 8: Table S7). Collectively, these findings show that S2Lb associates with one or more AtCOMPASS-like complexes and co-regulate multiple genes in association with the SDG2 histone methyltransferase.

### S2Lb chromatin association and H3K4me3 deposition do not depend on prior histone H2B monoubiquitination

The yeast Swd2 homolog of S2Lb is thought to drive yCOMPASS-mediated H3K4me3 deposition on H2Bub-modified nucleosomes [14–16]. Conservation of COMPASS-like activities in Arabidopsis may suggest that S2Lb is also required for H3K4me3 deposition or maintenance through a similar mechanism of action. Accordingly, genome profiling showed a clear tendency of S2Lb-GFP to occupy H2Bub-marked genes (Fig. 6a), suggesting that some H2Bub-enriched domains allow recruitment of COMPASS activity in Arabidopsis as well. Nevertheless, differently from yeast, the bulk of H3K4me3 is maintained in mutant plants lacking or over-accumulating H2Bub (Fig. 6b and [63–67]). Vice versa, H2Bub levels are not visibly affected in *s2lb-2* and *sdg2-3* plants defective in H3K4me3 deposition (Fig. 6c). This suggests an absence, or at most only limited, AtCOMPASS-mediated H2Bub/H3K4me3 crosstalk in Arabidopsis, and further interrogates (1) whether H3K4me3 patterns along the genome rely, even partially, on histone H2B monoubiquitination and (2) how S2Lb, AtCOMPASS, and SDG2 are recruited to chromatin loci.

**Fig. 6:**
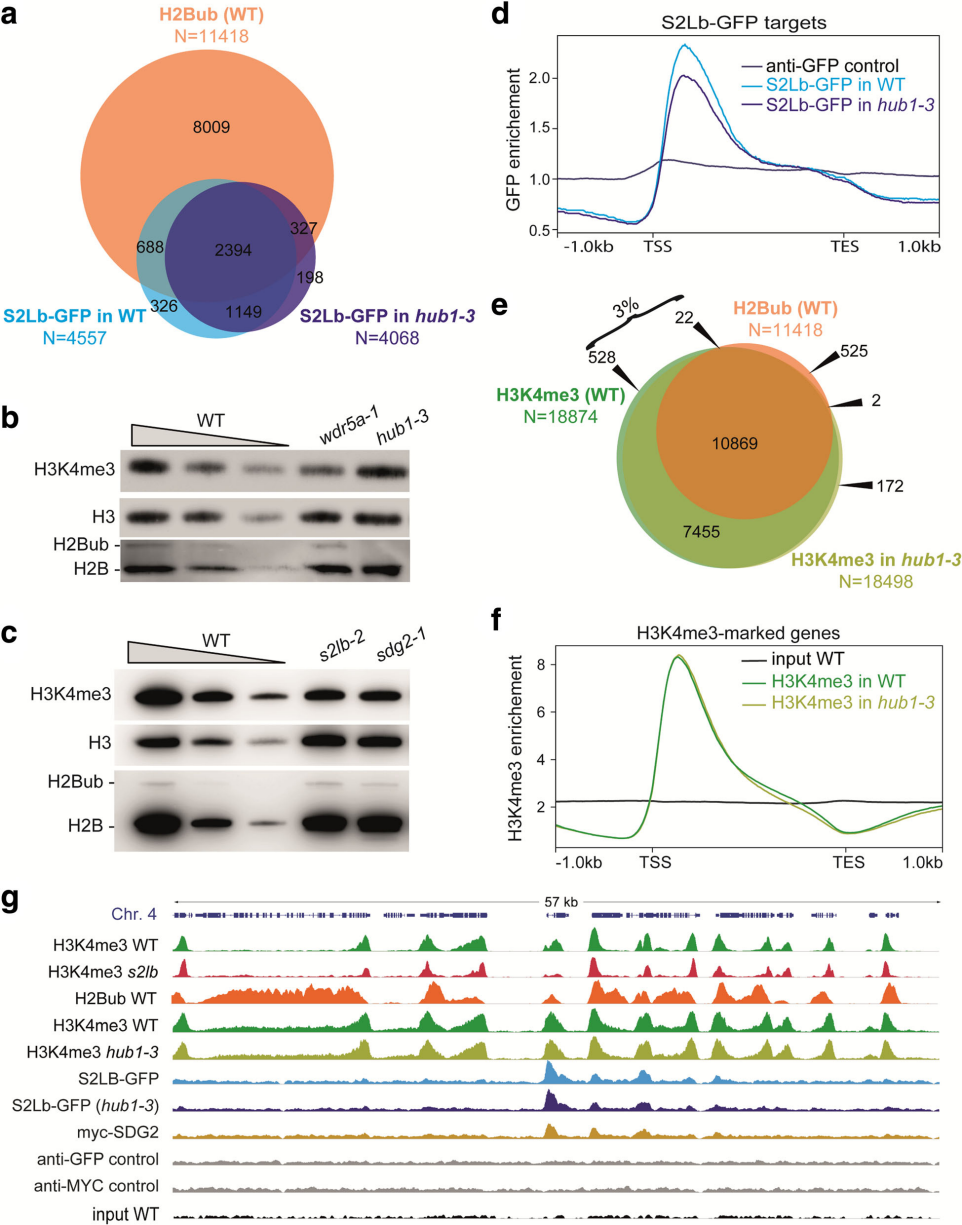
S2Lb chromatin association and H3K4me3 deposition are usually independent from histone H2B monoubiquitination. **a** Overlap between genes marked by H2Bub (from [62]) and by S2LB-GFP in wild-type (WT) or in *hub1-3* seedlings. For proper comparison of S2Lb-GFP enrichment, WT/*S2Lb::S2Lb-GFP* and *hub1-3*/*S2Lb::S2Lb-GFP* seedlings were grown and processed for ChIP-seq in parallel. The corresponding gene IDs are listed in Additional file 4: Table S3. **b** Wild-type H3K4me3 levels in chromatin extracts of *HUB* loss-of-function plants. Decreasing quantities of chromatin extracts from wild-type plants are shown for comparison, and detection of total histone H3 and H2B forms is used as loading controls. **c** Wild-type H2Bub levels in *S2Lb* and *SDG2* loss-of-function plants. Immunoblots were performed as in **b**. **d** S2Lb-GFP median enrichment in WT/*S2Lb::S2Lb-GFP* and *hub1-3*/*S2Lb::S2Lb-GFP* seedlings on the S2Lb-GFP targeted genes (*N* = 4557). **e** Overlap between H2Bub-marked genes (from [62]) and H3K4me3-marked genes in wild-type (WT) or in *hub1-3* seedlings (this study). For proper comparison of H3K4me3 marking, wild-type and *hub1-3* seedlings were grown and processed for ChIP-seq in parallel, independently from other ChIP-seq in Figs. 3, 4, and 5. The corresponding gene IDs are listed in Additional file 9. **f** H3K4me3 median enrichment in WT and *hub1-3* seedlings on the genes marked by H3K4me3 in WT (*N* = 18,874). **g** Genome browser view of H3K4me3, S2Lb-GFP, and MYC-SDG2 over the same region of chromosome 4 shown in Fig. 3. H3K4me3 and GFP or MYC signals in different genetic backgrounds are equally scaled

To address these questions, we took advantage of *hub1-3* mutant plants in which the deposition of histone H2B monoubiquitination is abolished to test whether S2Lb-GFP recruitment and H3K4me3 enrichment rely on H2Bub. H2Bub levels are undetectable in homozygous *hub1-3* seedlings ([48, 49, 60] and Fig. 6b). Upon introgression of *S2Lb::S2Lb-GFP* in the *hub1-3* background, ChIP-seq analysis of S2Lb-GFP showed that about one third of the SL2b-targeted genes were different in the *hub1-3* plants, with a tendency to be marked in WT but not in *hub1-3* background (1014 vs 525 genes; Fig. 6a). SL2b-GFP enrichment over gene bodies was slightly decreased in *hub1-3* plants, still with a similar profile (Fig. 6d). This analysis showed that S2Lb-GFP can be recruited over many H2Bub-marked genes largely independently of this histone, whereas a minority of genes might be subjected to a COMPASS-based histone crosstalk. To test this second hypothesis, we compared the set of genes that lost both S2Lb-GFP occupancy and H3K4me3 marking in *hub1-3* mutant plants. Only nine genes corresponding to this criterion could be identified (Additional file 2: Figure S11). We concluded that S2Lb-GFP and H3K4me3 may aberrantly target other genes in *hub1-3* plants, possibly as a consequence of mild transcriptomic and phenotypic variations induced by *HUB1* loss-of-function [48, 49, 60].

Direct comparison of H3K4me3 profiles in wild-type and *hub1-3* seedlings further showed that only ~ 3% of the genes lose H3K4me3 enrichment in the absence of H2Bub (Fig. 6e; Additional file 10: Table S9). Moreover, contrasting with PAF1c mutant plants [68], global H3K4me3 enrichment and positioning along the 5′ domains of gene bodies were not detectably affected by loss of HUB activity (Fig. 6f; Additional file 2: Figure S12), again supporting that the vast majority of genes are subject to H3-Lys4 trimethylation independently from H2Bub deposition.

The genome-wide profiles obtained in this study confirmed the spatial correlation between S2Lb-GFP and MYC-SDG2 peaks over about one third of the H3K4me3-marked genes (Fig. 6g). H3K4me3 enrichment was robustly diminished in the *s2lb-2* line while, in contrast, both H3K4me3 and S2Lb-GFP occupancy were typically unaffected in the *hub1-3* line (Additional file 2: Figure S6). Collectively, we conclude that AtCOMPASS and SDG2 mainly drive H3-Lys4 trimethylation through H2Bub-independent pathways in Arabidopsis.

## Discussion

### S2Lb and COMPASS-like proteins as partners of the plant-specific histone methyltransferase SDG2

In this study, we first report that S2Lb, a homolog of the yCOMPASS-associated subunit, is a major actor of H3-Lys4 trimethylation with SDG2 despite the absence of clear H2Bub-H3K4me3 histone crosstalk in Arabidopsis. A series of complementary evidence points towards a functional partnership between S2Lb and SDG2 with one or more COMPASS-like complexes in Arabidopsis. Firstly, GFP-tagged S2Lb resides only on H3K4me3-enriched genes, mostly those also displaying the H3K4me3 HMT protein SDG2 [35, 36]. ChIP-seq analyses indeed showed a tight co-occurrence of H3K4me3, S2Lb-GFP, and MYC-SDG2 just downstream from the TSS of more than four thousands of genes, in particular those displaying high RNPII occupancy and elevated transcript levels. Our ChIP analyses do not allow us to ascertain whether S2Lb, SDG2, and RNPII physically associate onto the same chromatin fragments, but in support of this possibility, SDG2 was the most abundantly co-purifying protein with S2Lb. Secondly, S2Lb and SDG2 are both important for establishing or maintaining H3K4 trimethylation levels since their loss-of-function leads to a similar 50–70% decrease of the bulk of H3K4me3 [35, 36]. Thirdly, *S2Lb* and *SDG2* loss-of-function plants share several related phenotypic defects throughout the life cycle including dwarfism, short roots, loss of apical dominance, and impaired fertility [35, 36, 69, 70]. Accordingly, transcriptomic analyses revealed a striking overlap between genes misregulated in *s2lb-2* and in *sdg2-3*, indicating that S2Lb and SDG2 regulate expression of a common gene set. Still, not all H3K4me3-marked genes are enriched in S2Lb or SDG2, as a majority of H3K4me3 peaks do not overlap with S2Lb or SDG2 peaks. S2Lb and SDG2 might only be detected over the genes most frequently transcribed among the various seedling cell types, or formerly transcribed genes might retain H3K4me3 marking but not S2Lb proteins.

IP-MS attempts to recover WDR5 or other known COMPASS subunits by IP/MS of GFP-S2Lb were unsuccessful, possibly because of the mild detergent conditions used in these assays as a consequence of the large MYC-SDG2 protein (~ 300 kDa migrating form) being largely insoluble in plant extracts. Notwithstanding, S2Lb and WDR5 successfully pulled down from one or more HMW complexes from soluble plant extracts. They presumably interact indirectly as shown for yeast Swd2 and Swd3 [71]. Their association was somehow expected given the high conservation of COMPASS subunits from yeast to plants and mammals [39, 72, 73], but less so for a plant-specific protein like SDG2.

We have been able to identify a high overlap between the misregulated gene repertoire in *s2lb* seedlings and *SDG2* loss-of-function seedlings but not for other H3K4me3 HMTs such as *ATX1* and *ATXR7*. S2Lb therefore seems to have a certain level of specificity for SDG2, which may relate to the wide expression pattern of these two genes throughout plant development. Hence, the evolutionarily conserved COMPASS-like complexes not only act with Trithorax-like proteins such as ATX1, SDG14, and SDG16 in Arabidopsis as in other species [43, 44] but also appears to have been co-opted by the plant-specific SDG2 HMT (Fig. 7).

**Fig. 7:**
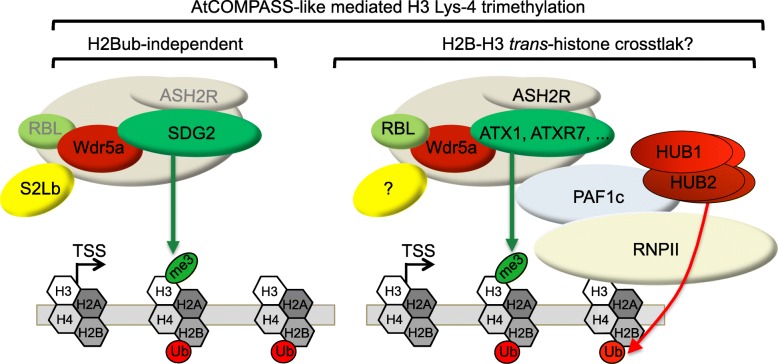
Working model for S2Lb activity with AtCOMPASS-like and SDG2 in histone H3-Lys4 trimethylation. In a major pathway, S2Lb and SDG2 target highly transcribed genes for H3-Lys4 trimethylation as part of a COMPASS-like complex acting independently of H2B monoubiquitination. S2Lb might as well be part of other COMPASS-like complexes with other histone methyltransferases such as ATX1 and ATXR7. Arabidopsis WDR5a, RbBP5-like (RBL), and Ash2-related (ASHR) are core components of AtCOMPASS-like complexes [37, 43–45] but the nature of their physical association with SDG2 remains to be determined. SDG2 might additionally act independently from S2Lb in different genic or cellular contexts, possibly with S2La. Whether histone H2B monoubiquitination is required for other types of At-COMPASS complexes activity and acts co-transcriptionally with PAF1c as in other species also remains to be resolved

The observation that both *SDG2*- and *WDR5*-null mutations are sterile while mutant plants combining *S2la* and *S2Lb* knockout are partially fertile suggests that S2L proteins are less essential than SDG2 and AtCOMPASS complexes. SDG2 may either catalyze H3K4 trimethylation alone or with COMPASS-like independently from S2Lb, potentially having a residual activity at specific chromatin loci or in specific cell types such as in male and/or female gametophytes. Whether S2Lb physically interacts with SDG2 remains to be resolved, as does the question of whether SDG2 associates with WDR5a within an AtCOMPASS super-complex with other histone modifying and remodeling activities, as recently identified for the AtCOMPASS-FRIGIDA complex [74].

### H2Bub-independent AtCOMPASS-like activity

Several independent studies have revealed that the bulk of H3K4me3 is retained in mutant plants lacking or over-accumulating H2Bub and in Paf1c mutants [68], as reproducibly shown by immunoblot analyses here and by several other studies ([63–67] and Fig. 6b). Targeted ChIP-qPCR has also been conducted over a handful of genes in *hub* mutant plants, such as the flowering regulatory genes *FLC* [63], *SOC1*, *FT*, and *MAF4* [67] and the clock component genes *CCA1*, *TOC1*, and *ELF4* [75], showing in all cases that H3K4me3 level was lower than in wild-type plants. Genetic approaches combining mutations impairing H2B monoubiquitination and histone methylation identified both additive and synergistic effects on Arabidopsis phenotypic quantitative traits, suggesting the existence of interplays among different histone modifications [67]. Still, lack of mechanistic assessments and of genome-wide resolution have not allowed an unambiguous evaluation of whether an H2Bub-H3K4me3 *trans*-histone crosstalk is at play in plants. Here, we first observed using two independent seed batches and upon certifying that homozygous seeds were used that H3K4me3 profiles were quasi indistinguishable between wild-type plants and *hub1-3* mutant plants lacking detectable H2Bub. Using other harvesting daytime, growth conditions or developmental stages might possibly be more accurate to compare our results with former studies. Nevertheless, considering that Swd2 allows tethering COMPASS on H2Bub-modified nucleosomes in other species [14–16], our second approach consisted in assessing whether S2Lb is recruited onto the epigenome in the absence of H2B monoubiquitination as a proxy to test for a potential AtCOMPASS-mediated H3K4me3-H2Bub crosstalk. Although enrichment levels were slightly weaker, the vast majority of S2Lb target genes were occupied by S2Lb-GFP in both wild-type and *hub1-3* seedlings. Hence, our two complementary approaches point towards a role for AtCOMPASS/SDG2 in driving H3-Lys4 trimethylation that is largely independent of histone H2B monoubiquitination in Arabidopsis.

A 3′-shift of the H3K4me3 peak was observed on S2Lb-targeted genes. A similar shift of H3K4me3 has been reported in Arabidopsis PAF1c mutant seedlings and proposed to result from an irregular transition from the Ser-5 to Ser-2 phosphorylated form of RNPII [68]. Considering that most genes were still marked by H3K4me3 in *S2Lb* mutant plants, albeit to a lower extent, we propose that S2Lb is required for the maintenance or broadening of the H3K4me3 landscape during RNPII transition into productive elongation while it might not be involved in its nucleation. If true, this hypothesis would provide a rationale for conserving SWD2-like activities in plants despite not contributing to a recognizable *trans*-histone crosstalk function.

These findings add to our former report that H3K4me3 is efficiently established over light-responsive genes in *hub1-3* seedlings upon their induction [60]. In the absence of H2Bub-H3K4me3 *trans*-histone crosstalk, AtCOMPASS complexes might rather be recruited onto chromatin loci in a sequence-specific manner and in response to specific signals by means of transcription factors. Accordingly, a targeting mechanism by transcription factors such as bZIP28 and bZIP60 has recently been unveiled for the regulation of endoplasmic reticulum stress-responsive genes [47].

### Complex relationships between histone H3 Lys-K4 trimethylation and histone H2B monoubiquitination with transcription regulation in Arabidopsis

RNA-seq analysis showed that only a small subset of H3K4me3-marked and of S2Lb-targeted genes was misregulated in young *S2Lb* knockout seedlings. This is line with the apparent wild-type phenotype of *s2lb* seedlings at this early developmental stage but also appears counter intuitive with the proposed role of S2Lb in AtCOMPASS activity and with the instructive role of H3 Lys-4 trimethylation on RNPII processivity. Still, as for *S2Lb*, both *HUB* and *PAF1c* loss-of-function trigger weak transcriptomic defects in Arabidopsis [49, 63, 68]. Depletion of H3K4me3 has only marginal effects on gene expression in other species as well [12]. Hence, H3K4me3 may contribute to the reinforcement of the active state of transcription [68] and to fine-tuning genome expression during plant development and adaptive responses [67]. In line with this proposed function, we observed that AtCOMPASS-like-deficient plants are impaired in the accurate inducibility of light-regulated genes. Investigating more precisely the effect of S2Lb or other COMPASS subunits on transcription efficiency would probably require a quantification of nascent transcripts production in a dynamic system such as de-etiolation or another cellular adaptive response.

The CDKC;1 protein was detected as co-purifying with S2Lb in our IP-MS analyses, although not systematically and with low peptide numbers. This association might be functionally meaningful, as CDKC;1 mediates RNPII CTD Ser-2 phosphorylation in Arabidopsis [61, 76–78] and acts as an activator of transcription in plants [79]. CDKC;2, another cyclin-dependent kinase involved in RNPII regulation, has also been found recently to co-purify with HMTs and chromatin remodeling factors using similar approaches [80]. Such interactions potentially link S2Lb to the regulation of RNPII CTD phosphorylation and therefore to the transition towards transcription elongation.

### A diversity of COMPASS-like complexes in *A. thaliana*

*A. thaliana* encodes two paralogs of the *S. cerevisiae SWD2* gene with similar expression patterns in most organs. *S2La* is expressed to a much lower level than *S2Lb*, possibly targeting only a few genes or acting in a few cell types. This is also the case for *ATX1* [35, 81], which presumably targets a few specialized genes on which it helps recruiting a COMPASS-like complex and promotes assembly of the RNPII pre-initiation complex [37]. Both *S2L* genes encode euchromatic proteins that differ in their structure. Despite our analysis used plants originating from different genetic backgrounds, *S2La* disruption detectably aggravated neither *s2lb-2* morphological phenotypes nor its H3K4me3 defects. Hence, at this stage, we cannot exclude that lowly expressed S2La might also work in a H3K4me3 deposition pathway, possibly contributing to a minor *trans*-histone crosstalk with H2Bub, or rather act in other histone modifications.

In contrast to *S2La*, *S2Lb* is strongly and widely expressed in the Col-*0* accession, and independent attempts to isolate null T-DNA mutations in this genetic background have been unsuccessful [51]. This suggests that *S2Lb* function is more essential in Col-*0* than in *Nossen*; an hypothesis also supported by our observation that successive introgressions of *s2lb-1* in Col-*0* to generate *s2lb-2* showed aggravated phenotypes as compared to the original effect in Nossen background.

S2La and S2Lb polymorphic WD40 repeat domains may underpin different protein association capacities, for example, influencing their association with different transcription factors targeting SDG2 or other HMTs to distinct loci, or with other protein complexes. Noteworthy, yeast SWD2 is also an integral subunit of the cleavage and polyadenylation factor (CPF) complex involved in 3’end mRNA processing [82, 83]. In agreement with its role in H3K4me3 deposition, predominant phenotypes induced by *S2Lb* loss-of-function are shared with COMPASS [40, 43–45] and SDG2 phenotypes, both impaired in H3K4 trimethylation: dwarfism, impaired fertility, and early flowering [35, 36]. In contrast, *s2la-1* plants are late flowering like CPF subunit mutants [84]. Hence, two *SWD2* paralogs might be specialized in Arabidopsis, a situation previously identified in *Schizosaccharomyces pombe* [85]. Given the ancient origin of the duplication event of *S2La* and *S2Lb* genes in the plant lineage, the examination of their functional diversification represents an interesting aspect to decipher in future studies.

## Conclusion

By contrast with *S. cerevisiae* in which a single SET1 protein catalyzes histone H3 Lys-4 trimethylation as part of COMPASS acting upon histone H2B monoubiquitination, in Arabidopsis H3K4me3 deposition is mediated by multiple ubiquitous or cell-specific histone methyltransferases (HMT). Here, we show that a major pathway for H3 Lys-4 trimethylation involves the plant-specific HMT SDG2 acting in the context of an evolutionarily conserved COMPASS-like activity in Arabidopsis. In addition, we report that a Swd2-like (S2Lb) COMPASS axillary subunit is recruited onto most transcribed genes along with SDG2 and allows increasing H3K4me3 occupancy in wild-type plants but also in plants lacking H2Bub. Collectively, this study sheds light on the evolution of SWD2-like proteins and COMPASS-like activity, which might underpin an atypical and H2Bub-independent pathway driving most H3K4me3 deposition in plants.

## Methods

### Plant material and growth conditions

All Arabidopsis lines used in this study are in the Col-*0* background except *s2lb-1* and its parental line Ds1-388-5 that are in a Nossen background. The *s2la-1* T-DNA insertion line (WiscDsLox489-492 K11) described in [50] was obtained from NASC [86]. The *s2lb-2* line (RATM54-3645-1) was obtained from the RIKEN Institute [87] and subjected to five successive backcrossing with Col-*0* wild-type plants as female counterparts to generate *s2lb-2* plants. The *wdr5a-1* RNAi line and the *sdg2*/SDG2::myc-SDG2 line have previously been described [36, 43]. Plants were grown under 100 μmol m^2^ s^−1^ light in soil or in vitro under long-day (16 h day 23 °C/8 h night 19 °C) conditions (except for the indicated flowering time experiments). For in vitro growth, seeds were surface sterilized and plated on MS medium containing 0.9% agar and stratified for 3 days at 4 °C before transfer to growth chambers. Root length was determined on seedlings grown in vitro on vertical MS plates supplemented with 1% sucrose. Position of root tips was marked every 2 days from day 3 to day 11 post-germination. Plates were scanned at day 11, and root length was measured using ImageJ [88]. De-etiolation experiments were conducted as in [60].

### Dormancy assay

Dormancy was measured on seeds issued from 3 independent productions after plant growth at 20–22 °C under a long-day photoperiod. At full maturity, seeds were harvested and germination was assessed at 15 °C and 25 °C in darkness in 3 biological replicates of 50 seeds for each genotype. Experiments were conducted in 9 cm Petri dishes on a layer of cotton wool covered by a filter paper sheet soaked with water. A seed was considered as germinated when the radicle has protruded through the testa. Germination was scored daily for 10 days, and the results presented correspond to the mean of the germination.

### Plasmid construction

The *p35S*::GFP-S2La construct was generated by inserting the entire coding sequence of *S2La* (including stop codon) amplified from wild-type Col-*0* cDNA downstream of the GFP coding sequence in the pB7WGF2 plasmid (Ghent plasmids collection, https://gateway.psb.ugent.be) via Gateway technology (Invitrogen). The same was done for the *p35S*::GFP-S2Lb construct, except that the entire coding sequence of *S2Lb* was obtained from the U16729 pENTR-D-TOPO plasmid (ABRC). The *pS2Lb*::S2Lb-GFP and *pS2Lb*::S2Lb constructs were generated by inserting a PCR-amplified 3.1 kb *S2Lb* genomic fragment (entire genomic coding sequence and 1 kb of promoter region) in frame with a downstream *GFP* reporter gene in the pB7FWG,0 plasmid or in the pB7WG plasmid, respectively (Ghent plasmids collection, https://gateway.psb.ugent.be) via Gateway technology (Invitrogen). As the *S2Lb* fragment was cloned without STOP codon, a TAG codon was then introduced in the *pS2Lb*::S2Lb construct by changing one nucleotide using a site-specific mutagenesis kit (QuikChange XL Site-directed mutagenesis kit, Agilent).

### In situ immunolocalization

Five-day-old wild-type *p35S*::GFP-S2La, *p35S*::GFP-S2Lb, and *pS2Lb*::S2Lb-GFP seedlings were vacuum infiltrated in 4% formaldehyde, 10 mM Tris-HCL pH 7.5, 10 mM EDTA, and 100 mM NaCl for 30 min and washed with Tris buffer. Cotyledons were chopped in ice-cold LB01 buffer (15 mM Tris-HCl at pH 7.5, 2 mM EDTA, 0.5 mM spermine, 80 mM KCl, 20 mM NaCl, 0.1% Triton X-100), and the nuclei were isolated using a Douncer (Wheaton), filtered through a 50-μm nylon mesh, centrifuged at 500*g* for 5 min at 4 °C, spread, and air dried on APTES/glutaraldehyde-treated slides. Slides were post-fixed in methanol-acetone 1:1 solution for 10 min and blocked in PEMSB for 2 h at room temperature. The slides were incubated overnight at 4 °C with a primary antibody specific to GFP (1/200, Life Technologies, A-11122) then for 2 h with goat-anti-rabbit-AlexaFluor488 secondary antibody (Life Technologies, A-11008). The slides were washed and mounted in Vectashield with 2 μg/μl DAPI. Images were taken using a confocal laser scanning microscope (SP5, Leica).

### Immunoblot analyses

Soluble protein samples were obtained using the indicated methods, and chromatin extracts were obtained as previously described [60]. Unless stated, 10 μg of protein samples were loaded on 14% LiDS Tris-Tricine gels and blotted onto PVDF membranes before immunodetection and analysis using a LAS4000 luminescence imager (Fuji). The following antibodies were used: anti-H3 (Millipore #07-690), anti-H3K4me1 (Active Motifs #39297), anti-H3K4me2 (Millipore #07-030), anti-H3K4me3 (Millipore #05-745), anti-GFP (Clontech #632381), anti-MYC antibodies (Millipore #05-724), or custom-designed anti-rice histone H2B [60]. Anti-WDR5 serum was obtained by immunization of a rabbit with a 50-amino-acid synthetic peptide corresponding to amino acids 42–91 of the Arabidopsis WDR5a protein and affinity purification by the SDIX company (USA). All uncropped blots are given in Additional file 12.

### Gel filtration

Size exclusion chromatography was performed as previously described [89]. Elution fractions were either analyzed by immunodetection of S2Lb-GFP on 40 μl samples or pooled as indicated before immunoprecipitation using a Crosslink IP kit (Thermo Scientific) and an anti-GFP antibody (ThermoFisher #A-11122).

### In vivo pull-down assays

In vivo pull-down assays were performed on 1 mg of protein extracts from 10-day-old seedlings. Proteins from *pSDG2::myc-SDG2*/*pS2Lb::S2Lb-GFP* homozygous plants obtained by crossing the two respective lines were extracted using a modified RIPA buffer (Tris pH 7.6 25 mM, NaCl 150 mM, NP40 1%, sodium deoxycholate 1%, SDS 0.1%, and protease inhibitors). After clearing the samples with uncoupled beads (ChIP Adembeads, Ademtech), S2Lb-GFP proteins were immunoprecipitated for 2 h using a GFP-Trap system (Chromotek) coupled to magnetic beads. A mock was done using uncoupled beads. Beads were washed with RIPA buffer without detergents before elution with 2× Laemmli buffer. Eluates were analyzed on 8% SDS-PAGE gels and blotted onto PVDF membranes before immunodetection.

### SDG2 and S2Lb affinity purification and mass spectrometry

For each biological replicate, protein samples were immuno-isolated from 2 g of either wild-type, *pSDG2::myc-SDG2*, or *pS2Lb::S2Lb-GFP* 10-day-old seedlings as described above using either GFP-or MYC-trap slurries (Chromotek # gtma-20 and #yta-20, respectively) in modified RIPA buffer to allow for SDG2 affinity purification. For mass spectrometry, SDS/PAGE was used without separation as a clean-up step, and only one gel slice was excised. Gel slices were washed, and proteins were reduced with 10 mM DTT before alkylation with 55 mM iodoacetamide. After washing and shrinking the gel pieces with 100% (*v*/*v*) MeCN, in-gel digestion was performed using trypsin/LysC (Promega) overnight in 25 mM NH_4_HCO_3_ at 30 °C. Peptides were analyzed by LC-MS/MS using an RSLCnano system (Ultimate 3000, Thermo Scientific) coupled to an Orbitrap Fusion Tribrid mass spectrometer (Thermo Scientific). Peptides were loaded onto a C18-reversed phase column (75-μm inner diameter ×  2 cm; nanoViper Acclaim PepMap™ 100, Thermo Scientific), separated, and MS data acquired using Xcalibur software. Peptide separation was performed over a linear gradient of 100 min from 5 to 30% (*v*/*v*) acetonitrile (75-μm inner diameter × 50 cm; nanoViper C18, 2 μm, 100 Å, Acclaim PepMap™ RSLC, Thermo Scientific). Full scan MS was acquired in the Orbitrap analyzer with a resolution set to 120,000, and ions from each full scan were HCD fragmented and analyzed in the linear ion trap. For identification, the data were searched against the *Arabidopsis thaliana* TAIR10 database (2016) using Mascot 2.5.1 (Matrix Science). Enzyme specificity was set to trypsin and a maximum of two missed cleavage sites were allowed. Oxidized methionine, N-terminal acetylation, and carbamidomethyl cysteine were set as variable modifications. Maximum allowed mass deviation was set to 10 ppm for monoisotopic precursor ions and 0.4 Da for MS/MS peaks. The resulting files were further processed using *my*ProMS v3.0 [90]. FDR calculation used Percolator and was set to 1% at the peptide level for the whole study. Unless indicated otherwise, a protein was considered present if at least three peptides in all three biological replicates were detected for qualitative analysis of immuno-isolated samples.

### Protein sequence analyses

Full-length protein sequences were aligned with ClustalW using default parameters. The alignment was used to construct a neighbor-joining tree using MEGA4. Bootstrap values were obtained after 1000 permutation replicates. WD40 repeats were determined using the WDSP predicting software [91, 92].

### RT-PCR analyses

For seedlings, total RNA was extracted using NucleoSpin RNA Plant (Macherey-Nagel). For seeds, 70 mg aliquots of seeds were ground in liquid nitrogen, and total RNA was extracted using a modified CTAB method [93]. Reverse transcription and subsequent quantitative PCR were performed on 1 μg of DNaseI-treated (Invitrogen, Amplification Grade DNaseI) RNAs using random hexamers and a cDNA reverse transcription kit (Applied Biosystems). Quantitative PCR was performed using LightCycler 480 SYBR green I Master mix and a LightCycler 480 (Roche). To confirm the absence of contamination of the samples by genomic DNA, PCR was also performed using primers flanking one intron of *ACTIN2* and the size of the amplicons was checked on agarose gels. Data were normalized relative to genes with invariable expression as indicated in the figure legends. Primers sequences are given in Additional file 11: Table S10.

### RNA sequencing and bioinformatics

Wild-type Col-*0* and *s2lb-2* seedlings were grown in vitro under long-day conditions and harvested 6 days after germination at 8 ZT. Two independent biological replicates for each genotype were produced using different seed batches. Total RNA was extracted using NucleoSpin RNA Plant (Macherey-Nagel). Messenger (polyA+) RNAs were purified from 1 μg of total RNA using oligo(dT). Libraries were prepared using the strand-specific RNA-Seq library preparation TruSeq Stranded mRNA kit (Illumina). Libraries were multiplexed by 4 on 1 flowcell lane. A 50-bp single-read end sequencing was performed on a HiSeq 1500 device (Illumina). A minimum of 37 million passing Illumina quality filter reads were obtained for each of the 4 samples. TruSeq adapters were removed with trimmomatic v0.36 [94] using the parameters “ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 LEADING:5 TRAILING:5 MINLEN:20.” Reads were mapped on TAIR10 genome assembly of *A. thaliana* genome providing the gene annotation obtained from Araport11 [95] using STAR [96]. The command used is “STAR --genomeDir STAR_2.5.4b.TAIR10 --quantMode GeneCounts --outSAMstrandField intronMotif --sjdbOverhang 100 --sjdbGTFfile Araport11_GFF3_genes_transposons.201606.gtf --outSAMtype BAM SortedByCoordinate --outFilterIntronMotifs RemoveNoncanonical.” 

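In the authors' deposited table of the DESeq2 comparison, 21010 genes have an adjusted p, which is under 0.05 for 983 of them. The mean normalized count given there for each gene equals the mean of the 4 library values within a relative difference of 4.83e-07. DESeq2 was run again on the reads recovered from the normalized counts, with the genotype as its only term. It called 559 of the genes under the threshold of 0.01 in the authors' deposited table and 147 others. The terms of the authors' fit are not stated, and its errors differ from those of this fit. They are smaller for *TZP* (0.189 compared to 0.579) and larger for *SDG2* (0.148 compared to 0.123). The calls that differ can therefore come from unlike models, and are not a failed repeat of the same fit. Of the genes called by limma, 27 are under this threshold in the authors' deposited table. The authors' deposited table gives *S2Lb* a log2 fold change of -4.31 with an adjusted p of 6.28e-71. The values of the genotypes did not overlap for 643 (95.4%) of the genes called in that table.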

Differentially expressed genes were identified with DESeq2 (adj. *p* value < 0.01). Genes were split into 4 groups based on the normalized read counts in wild type (TPM equal to 0, TPM from 0 to 100, TPM from 100 to 1000, TPM above 1000) and used for Fig. 5j.

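The normalized transcript abundance of each gene (TPM) was computed from the recovered reads and the exon length of each gene in the TAIR10.1 annotation, as the mean of the 2 wild-type libraries. A length was found for 37051 genes, and the remaining 285 were genes of the organelles. The mean TPM was 0 for 11542 genes (31.2%), above 0 and up to 100 for 24068 genes (65.0%), above 100 and up to 1000 for 1342 genes (3.62%) and above 1000 for 99 genes (0.267%). With either wild-type library alone the last group held 98 or 102 genes, and with the *s2lb-2* libraries 97. By CPM, computed from the recovered reads without division by length, the last group held 98 genes. When the same limits were applied to normalized counts in place of TPM, the groups changed to 9266 genes up to 100, 10043 genes up to 1000 and 6200 genes above 1000. A gene with 0 reads in both libraries was not detectable at this depth and can be expressed below it.

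**Figure D3:**
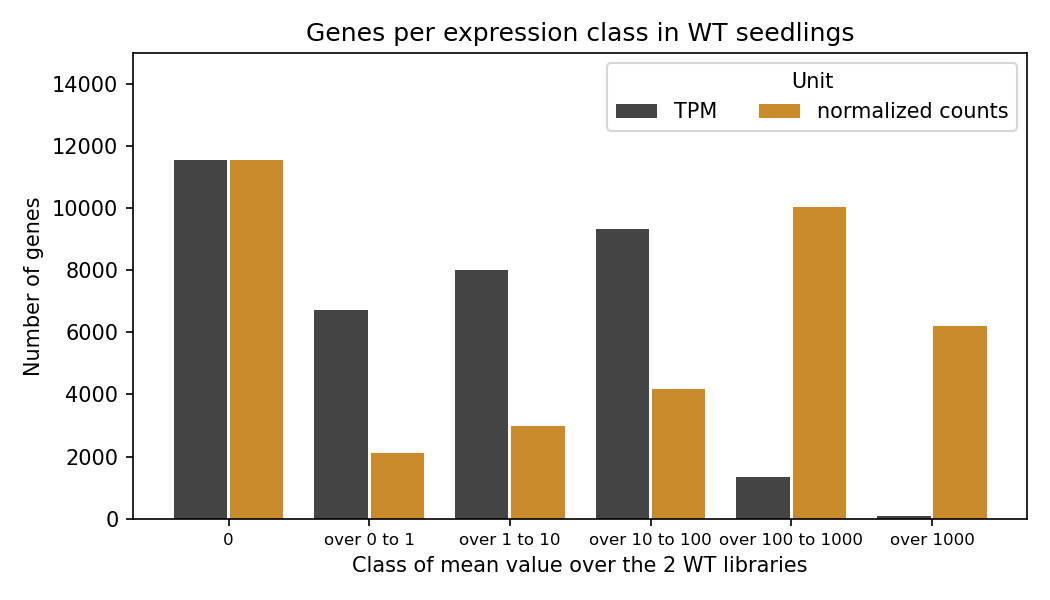
Number of genes (vertical axis) in classes of the mean value over the 2 wild-type libraries (horizontal axis), for TPM and for normalized counts. The group up to 100 is split further at 1 and 10, and the class above 1000 holds 99 genes by TPM and 6200 by normalized counts.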

### ChIP-qPCR, ChIP-sequencing, and ChIP bioinformatics

Plants were grown in vitro under long-day conditions, and whole seedlings were harvested 6 days after germination at 8 ZT. Chromatin extraction and immunoprecipitation of histones were performed as previously described [62]. Sequences of primers used for ChIP-qPCR are given in Additional file 11: Table S10. Quantitative analyses were performed as for RT-qPCR experiments using technical triplicate PCR samples. For ChIP-sequencing, a first ChIP series was performed using 5-day-old wild-type Col-*0*, *s2la-1*, *s2lb-2*, and *s2la-1 s2lb-2* seedlings; a second series was performed using 5-day-old wild-type Col-*0* and *hub1-3* [49] plants, with an anti-H3K4me3 (Millipore #07–473) antibody; and a third series was performed using 14-day-old wild-type Col-*0* seedlings with anti-RNPII (Abcam ab817) before library preparation and Illumina sequencing. To ascertain that *hub1-3* plants used in these analyses displayed homozygous mutant alleles, seed batches from each corresponding stock were genotyped and “epigenotyped,” the *HUB1* gene being reproducibly found among the few genes gaining H3K4me3 in *hub1-3* plants presumably because of T-DNA based ectopic transcription (Additional file 2: Figure S13). Profiling of S2Lb-GFP and MYC-SDG2 was performed using anti-GFP (Life Technologies #11122) and anti-MYC (Ozyme #71D10) antibodies, respectively, and two crosslink steps. As recently described [58], samples were crosslinked first with 1.5 mM ethylene glycol bis(succinimidyl succinate) for 20 min and then with 1% formaldehyde for 10 min at room temperature. Crosslinking was stopped by adding 1.7 mL of 2 M glycine and incubating for 10 min. Libraries were prepared using 1 to 10 ng of input or IP DNA as described in the corresponding NCBI accession Super-Series GSE124319 datasets. TruSeq adapters were removed from the sequenced short reads with trimmomatic v0.36 [94] using the following different parameters for each ChIP type: (1) for H3K4me3 in *s2l* mutants: “-phred33 LEADING:5 TRAILING:5.” Dataset-specific parameters were also used: “PE --validatePairs ILLUMINACLIP:TruSeq2-PE.fa:2:30:10 MINLEN:20.” (2) for H3K4me3 in *hub1.3* mutant: “SE ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 MINLEN:30,” (3) for S2Lb-GFP and MYC-SDG2: “PE -validatePairs ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 MINLEN:20.” Reads from all ChIP-Seq experiments were aligned to TAIR10 genome assembly with Bowtie2 v.2.3.3 [97] with “--very-sensitive” setting. Peaks were identified with MACS2 v2.1.1 [98] with the command MACS2 callpeak and different parameters for each ChIP-seq type: (1) for H3K4me3 in *s2lb* mutants: “-f BAMPE --nomodel -q 0.01 -g 120e6 --bw 300,” (2) for H3K4me3 in *hub1-3* mutant: “macs2 callpeak -f BAM -q 0.01 --bdg -g 120e6 --bw 300 --verbose 3 --nomodel --extsize 200,” and (3) for S2Lb-GFP and MYC-SDG2: “-f BAMPE --nomodel -q 0.05 --bdg -g 120e6 --bw 300.” For S2Lb-GFP and MYC-SDG2 peak detection, the peaks found in the wild-type negative controls were used to clean up the peak lists of S2Lb and SDG2 profiles. H3K4me3 peaks obtained from two independent biological replicates were merged with bedtools v2.27.1 intersect [99]. Peaks from each experiment were annotated with Araport11 genes bedtools v2.27.1 intersect. Genes were considered marked by H3K4me3, S2Lb-GFP, or MYC-SDG2 if overlapping for at least 150 bp with a relevant peak. To include nucleosomes in close proximity of the TSS, an upstream region of 250 bp was also considered for the overlap. Depth-normalized average values of the read densities were computed over 10 bp non-overlapping genomic bins with Deeptools v3.1.0 bamCoverage [100] and used to draw the metagene plots and heatmaps with Deeptools computeMatrix, plotHeatmap, and plotProfile. The normalized read densities of S2Lb-GFP, MYC-SDG2, and H3K4me3 in wild type were also used to generate co-occurrence plots over the TSS of S2Lb-occupied genes using R 3.4.3 (www.R-project.org) and the package ggplot2 v3.1. 0 (www.github.com). Gene ontology analysis was performed using the GO-TermFinder software [101] via the Princeton GO-TermFinder interface (http://go.princeton.edu/cgi-bin/GOTermFinder). GO categories were filtered with the REVIGO platform [102].

## Additional files

Additional file 1: **Table S1.** Protein IDs used for phylogenetic analyses.

Additional file 2: **Figure S1.** S2La and S2Lb mRNA levels in plant organs. **Figure S2.** Amino acid sequence alignment of full-length S2La and S2Lb with Swd2 (*S. cerevisiae*) and Wdr82 (*H. sapiens*) proteins. **Figure S3.** Expression of S2La and S2Lb genes in s2la-1 and s2lb-1 mutant plants. **Figure S4.** Complementation of s2lb-2 morphological phenotypes by pS2Lb::S2Lb-GFP. **Figure S5.** Decreased H3K4me3 level in S2Lb loss-of-function plants. **Figure S6.** ChIP-seq quality control and statistical analyses. **Figure S7.** H3K4me3 over S2Lb-GFP targeted genes. **Figure S8.** RNA-seq analysis of s2lb-2 mutant seedlings. **Figure S9.** S2Lb-GFP expression and RNA-seq. **Figure S10.** S2Lb and SDG2 co-regulate a large set of genes and associate within a high molecular weight complex. **Figure S11.** Detection of genes losing H3K4me3 enrichment in hub1-3 seedlings targeted by S2Lb-GFP. **Figure S12.** Genome browser snapshots of H3K4me3 profiles over representative genes. **Figure S13.** PCR genotyping and ChIP epigenotyping of the hub1-3 plants in the seed batches used for ChIP-seq analyses in this study.

Additional file 3: **Table S2.** Gene lists summarizing ChIP-seq analysis of H3K4me3 levels in WT, *s2la-1*, *s2lb-2*, and *s2la-1s2lb-2* seedlings.

Additional file 4: **Table S3.** Gene lists summarizing ChIP-seq analysis of S2Lb-GFP occupancy in WT and *hub1-3* seedlings.

Additional file 5: **Table S4.** RNA-seq identification of genes differentially expressed in WT and s2lb seedlings by DESeq2.

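Table S4 lists the genes called by DESeq2 with their log2 fold changes and adjusted p-values. Its list by direction holds 270 genes higher and 391 lower in *s2lb-2*, as the paper's numbers. All of them are among the 674 genes under the threshold in the authors' deposited table, and 13 genes of that table are not in the list. By the reference annotation these 13 comprise 3 lncRNA genes, 5 ncRNA genes and 5 transcribed pseudogenes, while the list holds 649 protein-coding genes and 12 pseudogenes. Of the first 3 genes of the list in each direction, *S2Lb* was the only gene past the threshold of limma. The first gene in the direction of higher levels, AT3G42100, had 0 reads in both wild-type libraries and normalized counts of 27.6 and 30.0 in the *s2lb-2* libraries (adjusted p = 0.0208 by limma with Benjamini-Hochberg adjustment).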

Additional file 6: **Table S5.** Gene lists summarizing ChIP-seq analysis of RNA Pol II occupancy in wild-type seedlings.

Additional file 7: **Table S6.** Comparative analysis of mRNA-seq dataset for *s2lb-2* mutant with transcriptomic data from *sdg2-3*, *atx1*, and *atxr7-1* mutants.

Additional file 8: **Table S7.** MEME/TOMTOM analysis of S2Lb-GFP and MYC-SDG2 peak sequences.

Additional file 9: **Table S8.** Gene lists summarizing ChIP-seq analysis of MYC-SDG2 occupancy in WT seedlings.

Additional file 10: **Table S9.** Gene lists summarizing ChIP-seq analysis of H3K4me3 levels in WT and *hub1-3* seedlings.

Additional file 11: **Table S10.** List of primers used for ChIP-PCR and RT-qPCR analyses.

Additional file 12: Uncropped blots from Figure.3, 5, 6, and S5.

Additional file 13: Review history.

# Supplementary material for: Arabidopsis S2Lb links AtCOMPASS-like and SDG2 activity in H3K4me3 independently from histone H2B monoubiquitination
**Source:** Genome Biol. 2019 May 21;20:100. doi: 10.1186/s13059-019-1705-4

**Additional file 12. Original blots from Figure 3, 5, 6 and S5.** All blots presented have not been cropped and the signals have not been modified. The same chromatin extract was loaded in parallel onto similar LiDs Tris-Tricine gels and blotted with the indicated antibodies.

**Figure 3a**

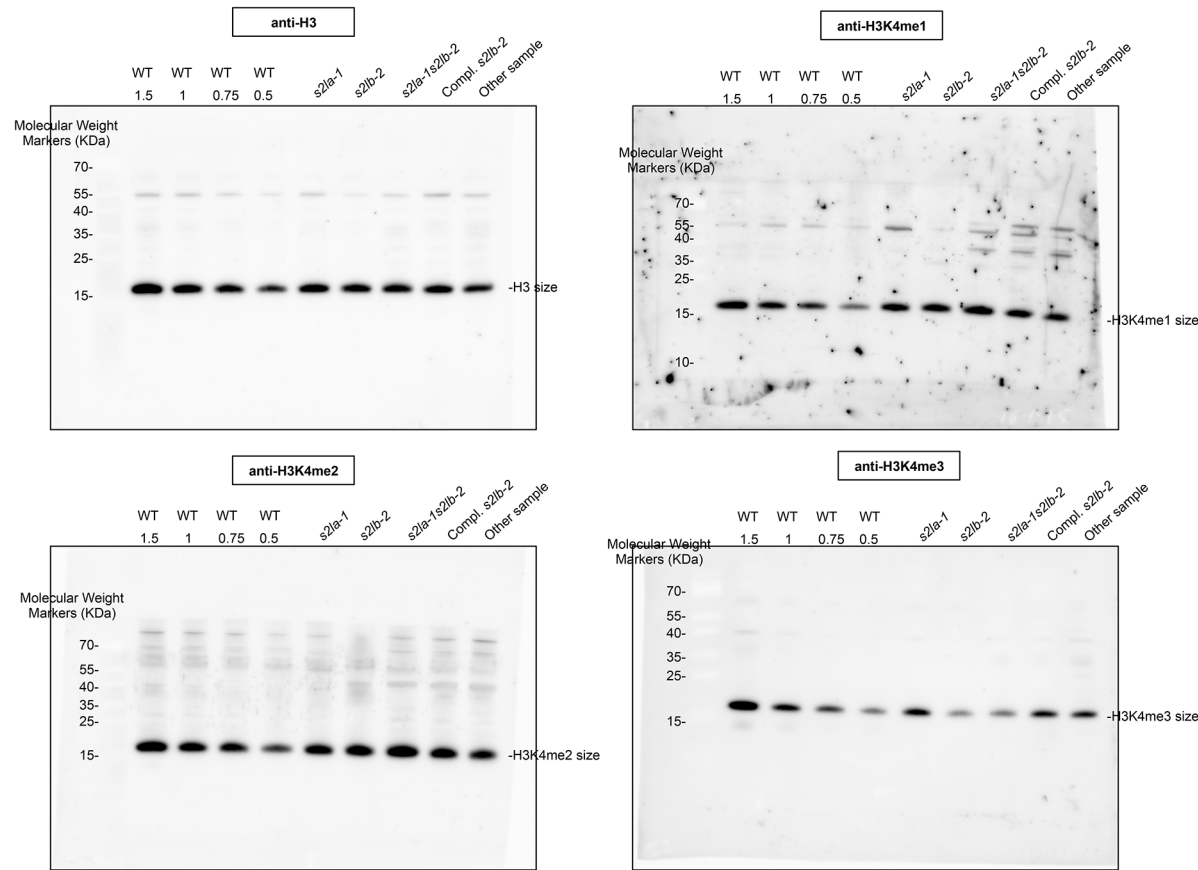

**Figure 5a**

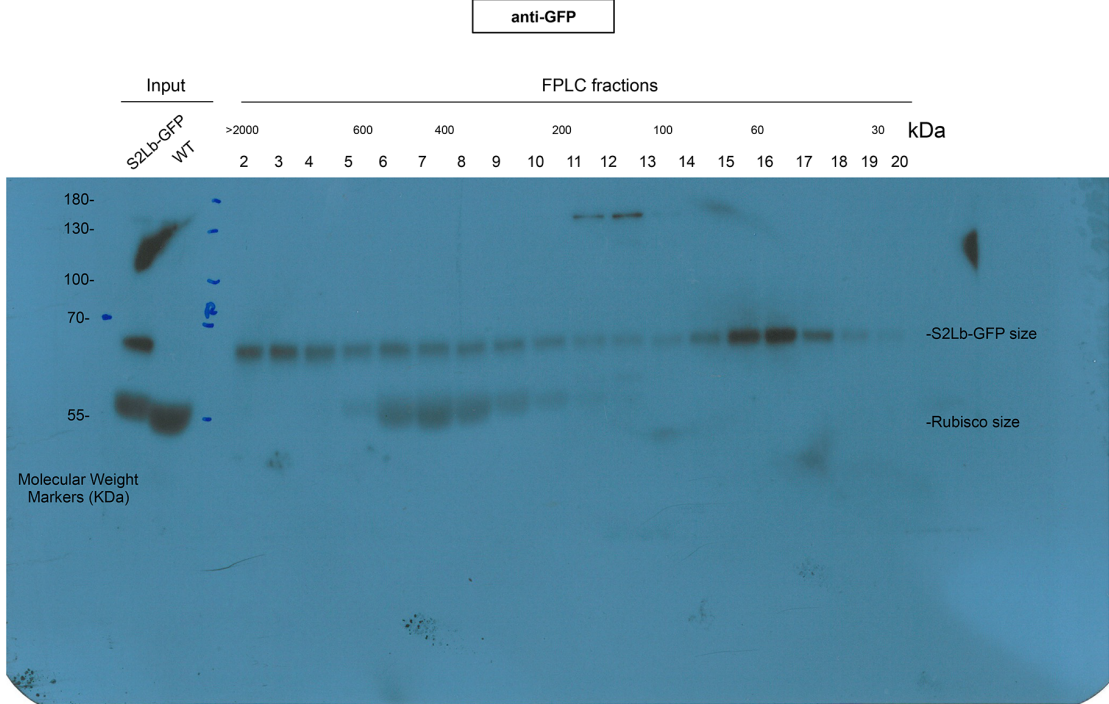

Figure 5b

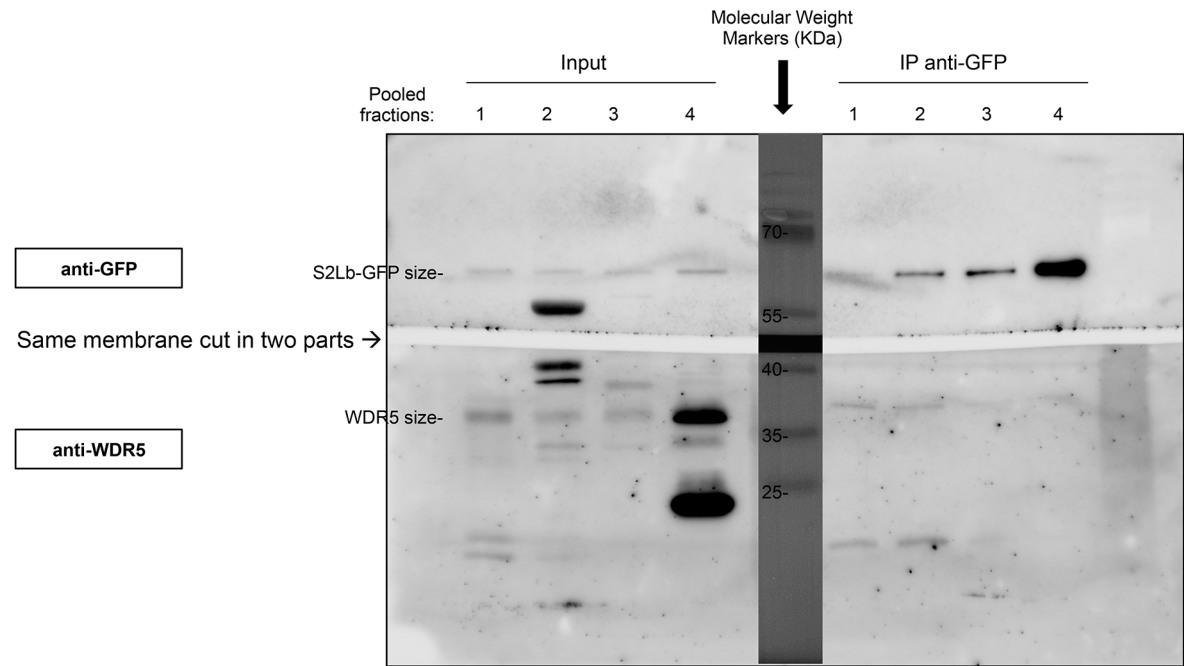

Figure 5d

A Long exposure

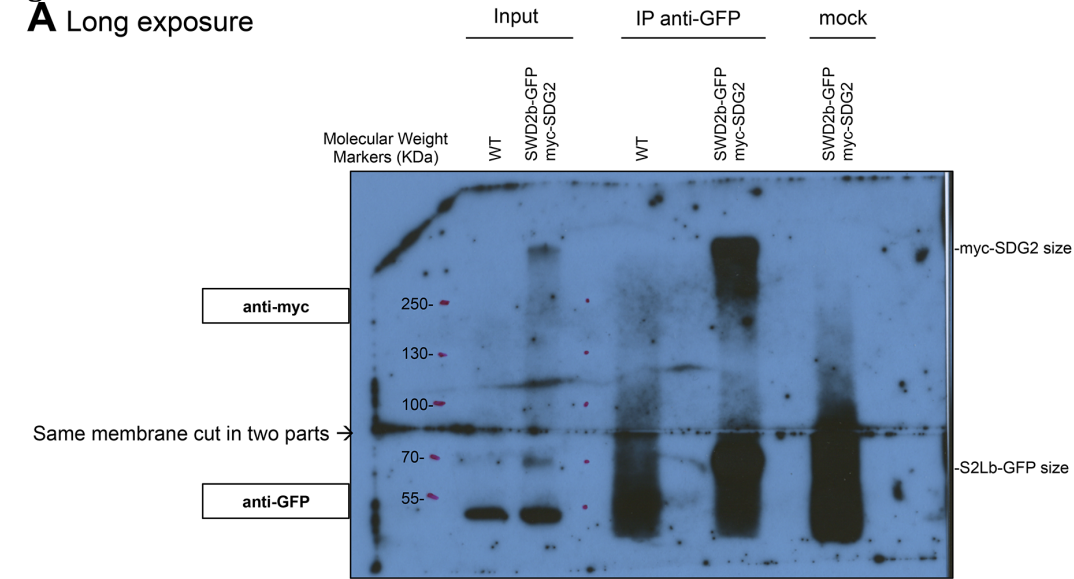

B Short exposure

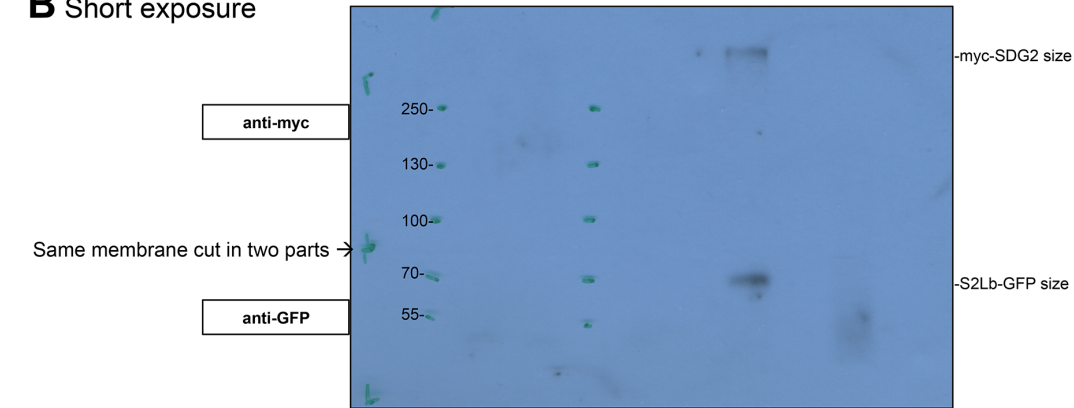

Figure 5e

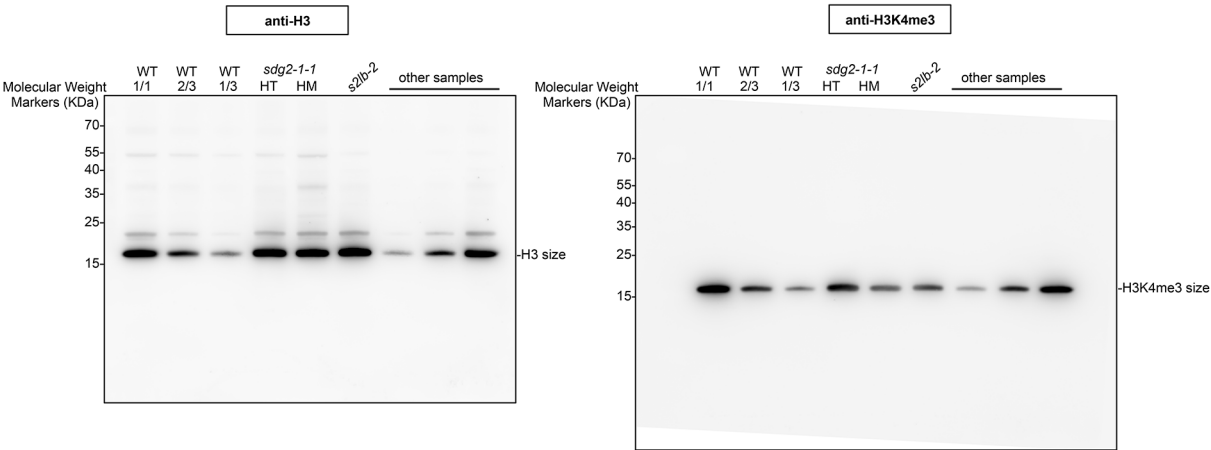

Figure 6b

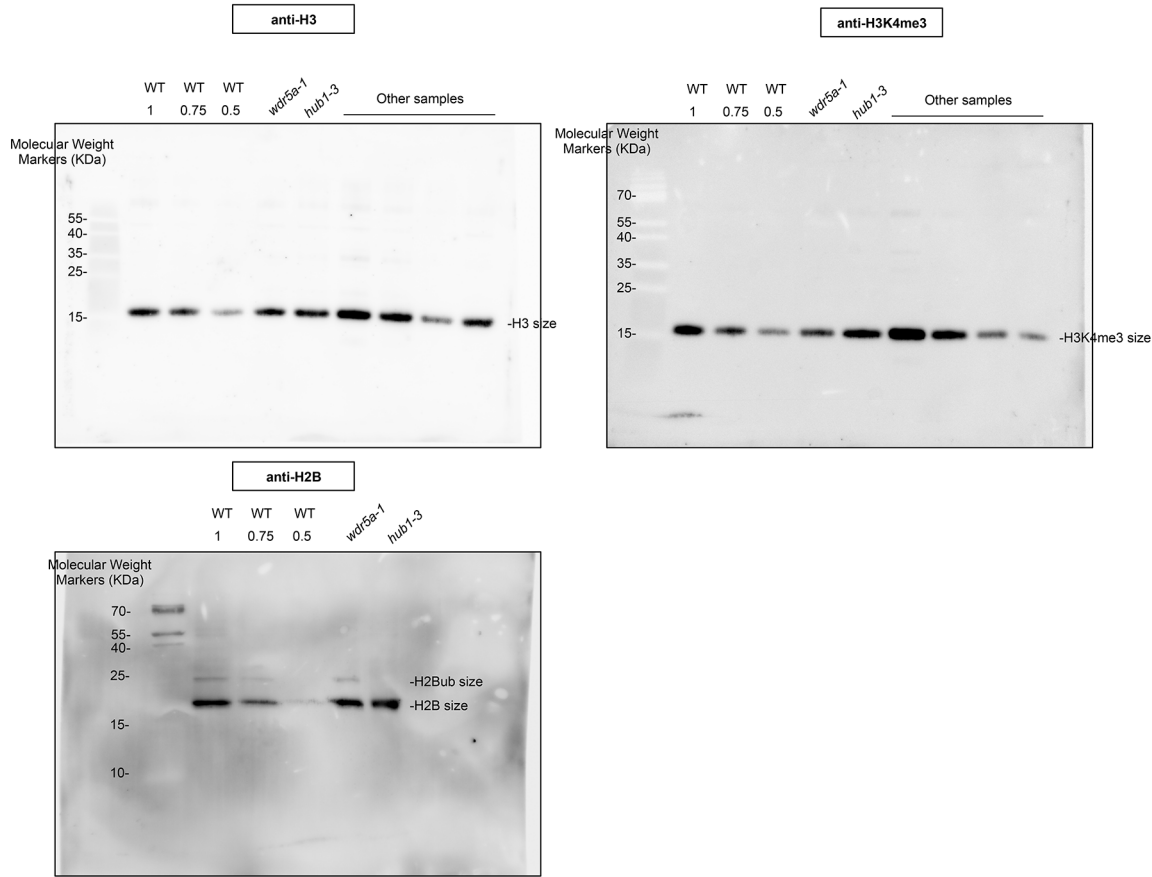

**Figure 6c**

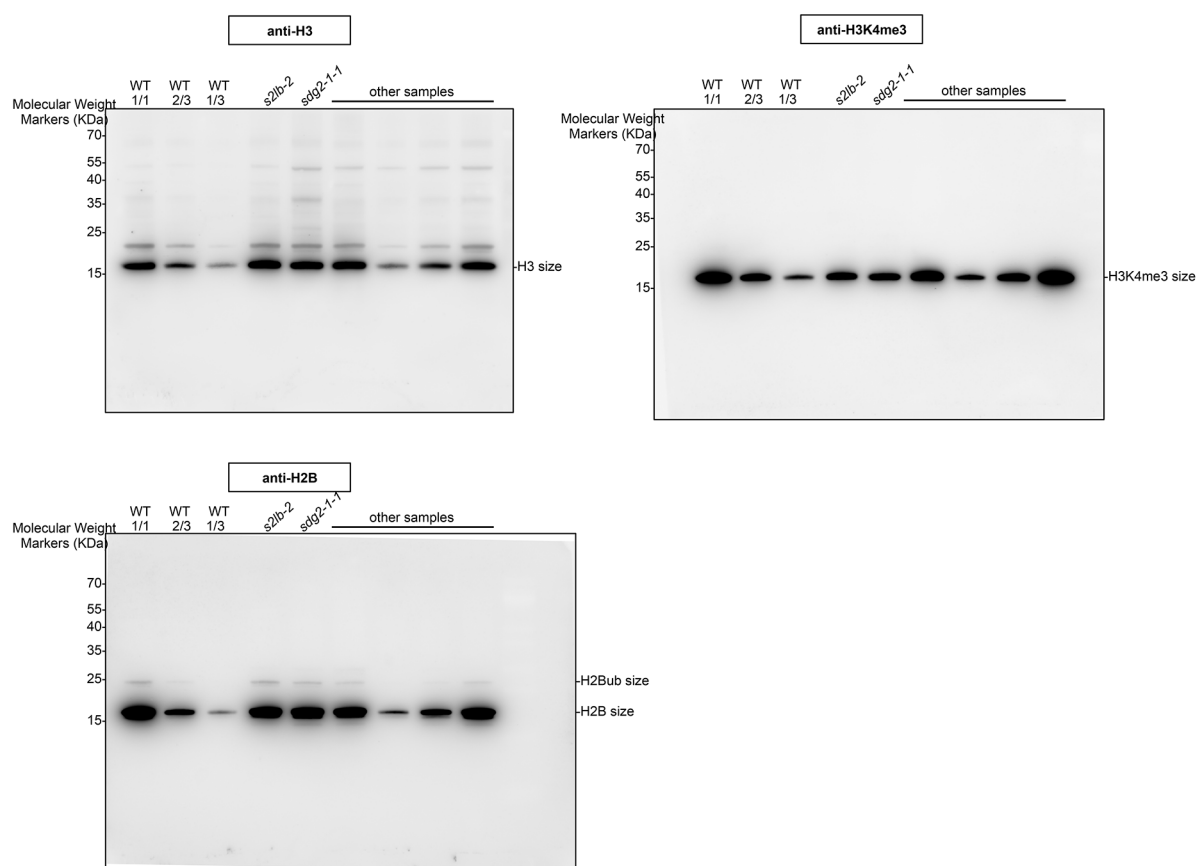

**Figure S5**

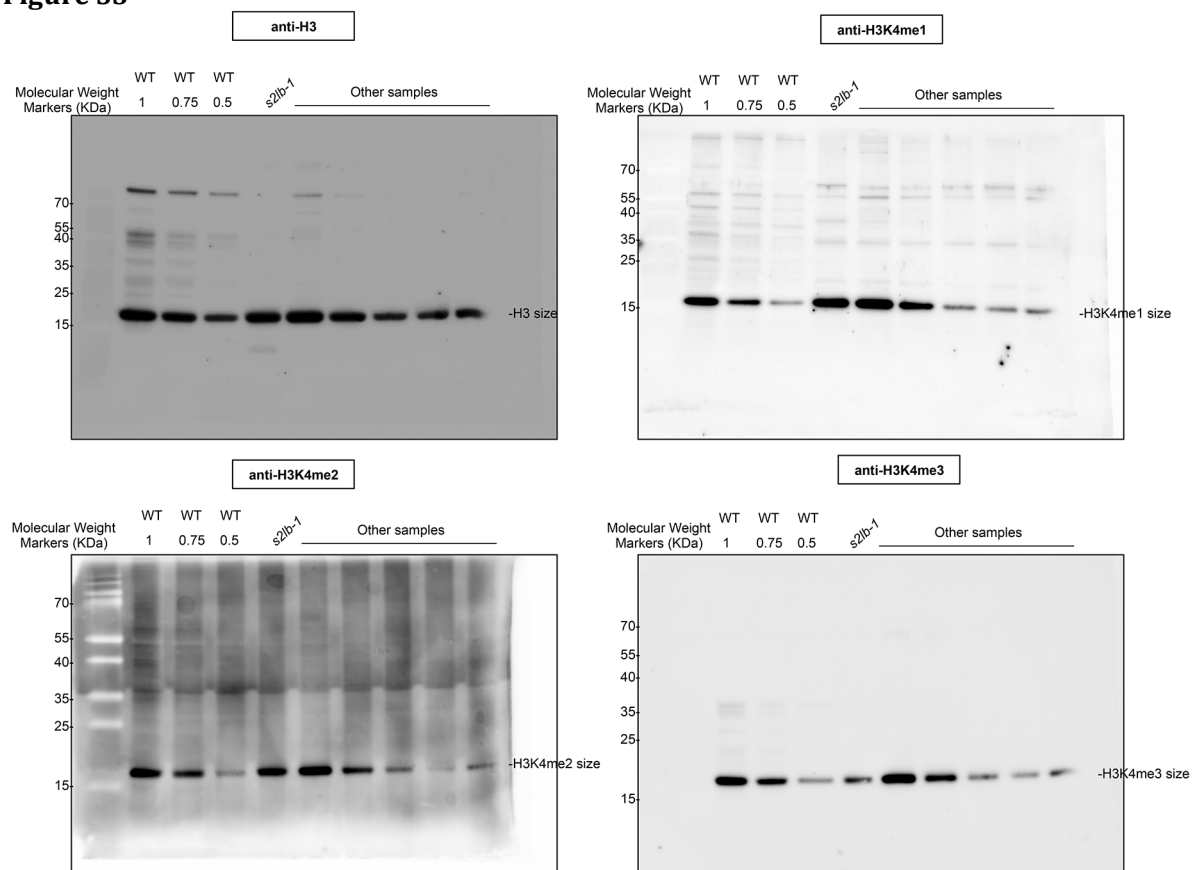

**Supplement:** Supplementary file 12 — Uncropped blots from Figure.3, 5, 6, and S5.

How the deposited data were processed for this re-analysis (not part of the article)

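The RNA-seq experiment compared whole 6-day-old seedlings of wild-type Col-*0* and *s2lb-2* plants, with 2 libraries per genotype. Samples were assigned to genotypes from their titles and from the methods of the paper. A further label of the *s2lb-2* samples names a tagged SDG2 line. The titles and the paper were followed, and the level of *S2Lb* was looked at in every library as a check of the assignment. The labels and the paper also name different kits for the extraction of RNA.

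The authors removed adapters with trimmomatic, mapped the 50-bp single reads on TAIR10 with STAR and counted reads per gene of Araport11. Neither the paper's text nor the labels name the strand column of these counts, so genes that overlap others on either strand, and genes with near-identical copies, can share reads. The authors divided the counts by 1 size factor per library with DESeq2, and the deposited signal is this normalized count for 37336 genes. A second deposited table holds the comparison made by the authors with DESeq2: the mean signal, the log2 fold change and its error, the score of the Wald test, and the p-value with its adjusted value. No column of other samples was present (0 other columns of values per sample).

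The design fixed before the data were examined named the quasi-likelihood test of edgeR for counts, and limma in case the deposited values were normalized. As they were normalized, limma was the main test, and the test of edgeR on recovered reads was added as an alternative after the values were seen. The inverse of the smallest step in each library gave its size factor (0.953 and 1.08 for wild type, 1.02 and 0.967 for *s2lb-2*), and 100% of the values divided by it were whole numbers within a tolerance of 1e-06. The fit used R 4.3.3 and limma 3.58.1 (lmFit and eBayes with a trend) on log2(normalized count + 1), with the genotype as its only term. Genes with a mean of at least 1 were tested, and a Benjamini-Hochberg adjusted p under 0.01 was the threshold. The prior of the fit had 3.55 degrees of freedom. Alternatives used DESeq2 1.42.0, edgeR 4.0.16 and limma-voom on the recovered reads, other normalization factors, other filters on low values, pseudocounts of 0.1 and 0.5, a fit with the replicate number as a term, a fit without organelle genes, a threshold of 0.05, a log2 fold change limit of 1, and fits without each library in turn.

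The reads on genes ranged from 34325097 to 39114300 per library, and organelle genes took from 0.0659% to 0.166% of them. With 3 reads over a genotype as the floor, genes at 0 in 1 genotype were given a lower bound of their fold change. Intervals of shares are 95% Wilson intervals, and intervals and floors cover counting error only. Precision is limited by the number of libraries, since each genotype has 2.

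Gene positions, lengths, GC content and descriptions came from the TAIR10.1 annotation of RefSeq, matched by gene identifier to 37051 genes (99.2%). The 285 others were organelle genes. Genes named in the text were the 5 largest rises and the 5 largest falls among the genes past the threshold in which both *s2lb-2* libraries lay on the same side of both wild-type libraries, the first 3 genes in each direction of the list in Table S4, 34 genes that the paper names, and misregulated genes within 1 Mb of *S2Lb*. This rule was written before the data were examined, and genes outside it are marked where they are named.

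The tests between genotypes and the scan for dense windows were tested on simulated data. The circular shifts, the centring in bins, the search for genes read in 1 genotype and the groups by TPM were not. For the keyword test, no result on simulated data is given here. The libraries simulated for the tests between genotypes had 1 dispersion (0.022) for all genes and no effect shared by replicate number. Their recovery is therefore not the power of the tests on the real libraries. In libraries drawn from the real means and sizes with 200 changed genes, limma recovered 79.5% of them, DESeq2 77.0%, the quasi-likelihood test of edgeR 81.0% and limma-voom 81.0% at the threshold of 0.01, all with 1 false call. In the 2 cases simulated with 1 library left out, limma recovered 64.5% and 67.0%. The scan was tested on simulated calls with and without a window of added calls. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

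ChIP-seq, ChIP-qPCR, RT-qPCR and proteomic experiments of the paper were not analysed here. Gene lists of the supplement of which only a part was at hand were used in no overlap or enrichment test.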

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

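The tests of explanations in this part were chosen after the result they bear on was seen, whereas the limma tests of single genes and the fits without each library were set before. The 3 results concern genes or regions that the paper does not discuss.

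*CSR1* (AT3G48560), annotated on chromosome 3 from 18001283 to 18003749, was raised in *s2lb-2* by a log2 fold change of 3.518 (adjusted p = 0.000983 by limma with Benjamini-Hochberg adjustment). It drew attention as a large rise in a gene that the paper does not mention. The normalized counts were 15578 and 15796 in the wild-type libraries and 185045 and 174538 in the *s2lb-2* libraries, so that both mutant libraries show the direction. The authors' deposited table gives 3.52 with an adjusted p of 3.23e-190. With each library left out the log2 fold change lay between 3.48 and 3.56. Each of these fits leaves 1 library in a genotype, so only the size of the change is given. A rise of the whole neighbourhood is argued against by the 13 tested genes within 50 kb with a mean normalized count of at least 100. Their log2 fold changes lay between -0.485 and 0.482, 7 above and 6 below 0, and the highest upper 95% limit was 0.882. Of all 26 tested genes within 50 kb, 1 had a log2 fold change of at least 1, which is AT3G48640, named after its values were seen (2.57, adjusted p = 0.251 by limma with Benjamini-Hochberg adjustment, at most 16.7 normalized counts). The annotation describes *CSR1* as chlorsulfuron/imidazolinone resistant 1, and the paper's methods name no selection marker of the insertion line. An additional transcribed copy carried by the insertion line may explain a rise that these 13 genes did not share. The 0 neighbours past the threshold of limma leave this open, as counts per gene hold neither junctions nor sequence, and a copy cannot be told apart from a response of *CSR1* itself to the loss of S2Lb, which was not tested.

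A window of chromosome 5 held more genes called by DESeq2 than the rest of the genome. It spans 17000001 to 20000000, and 50 of its 623 genes with an adjusted p were called, or 8.026%, compared to 3.08% elsewhere. It was also the densest window for limma at an adjusted p under 0.05, with 36 of 668 genes (5.39% compared to 1.50%). For the 29 genes called by limma at 0.01 the window was not exceptional: it held 4 of them, and 268 of 1000 random orders of blocks of 20 neighbouring genes had a window as dense. In contrast, 0 of 1000 such orders had a window as dense in DESeq2 calls. The same held for limma calls at an adjusted p under 0.05 (0 of 1000 orders). This argues against chance clustering of neighbouring genes for these longer lists. Several called members of a gene family are argued against as the whole cause of the density. Genes of 1 description within a block of the window's length were merged, and a group counted as called if any member was. Of the 460 groups of the window 39 were called, or 8.48%, compared to 3.69% elsewhere (p = 3.22e-06 by Fisher's exact test). A group with 1 call from shared reads still counts, so reads shared between neighbouring paralogs remain possible. Regulation of the whole domain in 1 direction is argued against by 25 higher and 25 lower genes (50.0% in the more frequent direction). A segment of Nossen sequence away from the insertion may have remained after the backcrosses. The genes of the window that were not called spread more in log2 fold change (0.163) than those of 87.0% of 115 other windows (median 0.147). The limit set for this test was 95%, so a remaining segment cannot be told apart from an effect of the mutation on this region. A sequence comparison of the plants was not analysed here.

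In 9 genes both libraries of 1 genotype had at most 3 reads and both libraries of the other had at least 30. These are AT3G43715 and AT5G66052, read in wild type, and AT3G62475, AT4G11170, *CYP706A2* (AT4G22710), AT5G43065, AT5G46660, AT5G46670 and AT5G47260, read in *s2lb-2*. Apart from AT5G43065, AT5G47260 and AT5G66052, they were named after their values were seen. All 9 were called by DESeq2 on the recovered reads, and 2 of them, AT5G47260 and AT5G66052, passed the threshold of limma. In the authors' deposited table 5 of the 9 are over the threshold, AT5G66052 (adjusted p of 0.121), AT5G47260 (0.197), AT3G62475 (0.232), AT5G46660 (0.384) and AT3G43715 (0.458). Sampling of few reads is argued against, since the other ways to split the 4 libraries into pairs gave 0 such genes each. Sequence that differs between Nossen and the Col-*0* reference in remaining segments may produce such genes. Over all genes of the 5 chromosomes with a read in at least 1 library, without a filter on low values, 4 lie among the 725 genes of the window of chromosome 5 and 5 among 26347 elsewhere (p = 5.77e-05 by Fisher's exact test). That test cannot decide, because the window was found with calls that include these genes. A second form, over genes that were not called, had no gene left to test. The third form, over called genes alone and computed after the other two, found 4 of 50 in the window and 5 of 656 elsewhere (p = 0.00216 by Fisher's exact test). Sequence differences and regulation by the mutation therefore cannot be told apart for these genes.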

How the results depend on the processing

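The edgeR quasi-likelihood test and the keyword tests under other scalings were chosen after the data were seen, and all other alternatives were set before. Of the genes named in the text or by the paper, 60 were recomputed under the 17 alternatives to the test, filter, pseudocount or libraries. None of the 11 called by limma changed direction where it was tested, whereas 16 of the others, *S2La* among them, did under at least 1 alternative, none of them with an adjusted p under 0.458.

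With limma at an adjusted p under 0.01, 29 genes were called, 15 higher and 14 lower, and 26 of them are in the list of Table S4. DESeq2 called 706 (301 higher, 405 lower, 547 in the list) and the edgeR likelihood ratio test 932 (402, 530 and 514). The edgeR quasi-likelihood test on recovered reads called 2 (1, 1 and 2), as did edgeR with RLE factors (1, 1 and 2). Limma-voom called 1 gene (1 higher, 0 lower, 1 in the list), and a pseudocount of 0.1 likewise left 1 gene (1, 0 and 1), so that the share of lower genes was 0% of a single gene in both. At an unadjusted p under 0.05 limma-voom had 3782 genes and the pseudocount of 0.1 had 4044. Library size only gave 66 (30, 36 and 62), at least 10 counts in every library 13 (6, 7 and 12) and an adjusted p under 0.05 gave 379 (160, 219 and 329). Upper-quartile factors were used in the edgeR quasi-likelihood test, where they raised the count to 27, of which 23 were also called by limma. The counts stayed within 1.5 times that of limma with no filter on low values (27), a pseudocount of 0.5 (27), without organelle genes (39) and with a log2 fold change of at least 1 (29). The cause of these differences was not tested.

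Leaving out each library in turn gave from 0 to 0 called genes, higher genes, lower genes, genes in the list and named genes by limma, with 2533 to 3468 genes at an unadjusted p under 0.05. The cause was not tested. On simulated libraries with 200 changed genes, limma recovered 67.0% of them at an adjusted p under 0.01 without *s2lb-2* replicate 2 and 64.5% without wild-type replicate 1. The other tools were not run with a library left out. Every limma fit with a library left out keeps 1 library in a genotype. The simulation had 1 dispersion (0.022) for all genes, so its recovery does not carry over to the real libraries.

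The fall of *S2Lb* kept its direction throughout. It passed the threshold under 11 of the 17 alternatives, and lost it with limma-voom (-4.31, adjusted p = 0.0110) and with a pseudocount of 0.1 (-4.31, adjusted p = 0.0111). The rest were the fits without each library in turn, which leave 1 library in a genotype, with log2 fold changes from -4.43 to -4.16. *SDG2* did not pass the threshold under any of its 7 alternatives, with log2 fold changes from 0.16 to 0.19. Of the 10 genes with the largest changes, the quasi-likelihood test and RLE factors called 2 each, limma-voom and a pseudocount of 0.1 called 1 each, and at least 10 counts in every library 6.

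With the replicate number as a block, 663 genes were called (281 higher, 382 lower, 580 in the list). The deviations of same-numbered libraries from their genotype means had a correlation of 0.178 over 23723 genes and 0.407 over the 17913 genes with a mean above 50. The paper does not say that a number marks a shared batch, and with 2 pairs the numbers were not taken as a pairing. Whether the authors' fit held a replicate term is not stated, and its values differ from those of a DESeq2 fit of genotype alone. Within 5 Mb of *S2Lb* 3.35% of the genes were called with the block, compared to 2.77% elsewhere (p = 0.215 by Fisher's exact test).

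The share of genes called within 5 Mb of *S2Lb* did not differ from that elsewhere by Fisher's exact test at 0.05 (0.209%), but did within 1 Mb (0.696%), within 2 Mb (0.435%), within 10 Mb (0.315%) and with DESeq2 calls (4.19%), although circular shifts gave as large a count in over 5% of 1000 shifts within 2 Mb and with DESeq2 calls. With limma calls at an adjusted p under 0.05 the share within 5 Mb was 1.46%, compared to 1.61% elsewhere (p = 0.745 by the same exact test, 566 of 1000 shifts as large). Keyword tests past the limit numbered 0 with limma calls (4 at an unadjusted p under 0.05) and 5 with DESeq2 calls. With other scalings of the DESeq2 fit they numbered 6 (library totals), 5 (TMM), 5 (upper-quartile), 4 (centred in bins of exon length) and 5 (centred in bins of exon GC content). The group of genes above 1000 held 99 genes by TPM, 98 by CPM and 6200 by normalized counts. Depth limits the genes with few reads most, as their values change with the pseudocount.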

Differences from the paper's values

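The paper gives 674 misregulated genes, and limma on the normalized counts gave 29. Of the alternatives set before the data were examined, DESeq2 (706), the edgeR likelihood ratio test (932) and the replicate block come within 1.5 times the paper's number. Those with limma-voom (1), RLE factors (2), upper-quartile factors (27), library size only (66), no filter (27), at least 10 counts (13), without organelle genes (39), pseudocounts of 0.1 (1) and 0.5 (27), an adjusted p under 0.05 (379), a log2 fold change of at least 1 (29), and without each library in turn (0) do not. DESeq2 is the tool that the paper's methods name, without the terms of its fit, and the DESeq2 fit here held the genotype alone. The quasi-likelihood test of edgeR, chosen after seeing the values, gave 2 genes.

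The list of Table S4 gives 270 genes higher in *s2lb-2* as the paper's number, and limma gave 15. It gives 391 lower genes as the paper's number, and limma gave 14. For both, DESeq2 (301 and 405), the edgeR likelihood ratio test (402 and 530) and the replicate block come within 1.5 times the paper's numbers, and no other alternative does.

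The paper states that downregulated genes are the larger part of the misregulated genes. By limma at an adjusted p under 0.01 they were the smaller part, 14 of 29. They were the larger part with DESeq2 (57.4%), the edgeR likelihood ratio test (56.9%), an adjusted p under 0.05 (57.8%), library size only (54.5%), at least 10 counts in every library (53.8%), without organelle genes (51.3%) and with the replicate block. They were not with upper-quartile factors, no filter on low values or a pseudocount of 0.5 (44.4% each, of 27 genes). With RLE factors the share was 50.0% of 2 genes, and limma-voom and a pseudocount of 0.1 called 1 gene, which was higher. Lists this short do not tell the direction of the excess.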

Other observations

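The test of genes near *S2Lb* was set before the data were examined, and the tests of the share of lower genes were chosen after that share was seen. The criterion of an interval for GC content was added after its value was seen.

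The *s2lb-2* line comes from an insertion in a Nossen background that was backcrossed to Col-*0*, so residual Nossen sequence linked to the insertion might produce misregulated genes near *S2Lb*. Within 5 Mb of the gene 3 of 1434 tested genes were called by limma, or 0.209%, compared to 25 of 22168 (0.113%) elsewhere (p = 0.240 by Fisher's exact test). Of 1000 circular shifts of the calls along the genome, 232 gave as many. Within 1 Mb the 3 genes were AT5G64685, AT5G66052 and *CGLD27* (AT5G67370), out of 431 tested genes (p = 0.0141 by Fisher's exact test, 44 of 1000 shifts as large). Within 10 Mb the share was 0.315% (p = 0.00765 by the same exact test, 37 of 1000 shifts as large). That zone includes the dense window from 17000001 to 20000000, which holds 4 of its 8 called genes, so the 2 results are not separate evidence. With limma calls at an adjusted p under 0.05, 21 of the 1434 genes were called within 5 Mb, or 1.46% compared to 1.61% elsewhere (p = 0.745 by Fisher's exact test, 566 of 1000 shifts as large). With DESeq2 calls 56 of 1337 genes were called within 5 Mb (p = 0.0449 by Fisher's exact test, 103 of 1000 shifts as large). These tests differ with the distance and the list of calls, and leave open whether linked sequence contributes, and it cannot be told apart from an effect of the mutation on neighbouring genes.

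The DESeq2 calls hold more lower than higher genes, and this excess was examined against technical causes. The authors' size factors are argued against as the cause, because the share of lower genes remained over 50% with library totals (56.6%), TMM (58.2%) and upper-quartile factors (55.0%). Gene length is argued against as the whole cause, because with changes centred in 20 bins of exon length the share was 54.3% (lower 95% Wilson limit 50.6%). GC content may account for part of it, since centring in bins of exon GC content gave 52.0% with a lower limit of 48.2%. The bin of lowest GC content (median 34.9% compared to 41.1% for all genes) had a median log2 fold change of -0.35, and the bin of shortest genes (median 383 bp compared to 1700 bp) had -0.21. A difference in library composition by GC content and a lower level of AT-rich genes in the mutant cannot be told apart with 2 libraries per genotype.

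Of 34 genes that the paper names, 1 was called by limma over all genes, which is *S2Lb*, and 1 when adjusted over the list alone. At a limit of 0.05 the counts were 1 over all genes and 3 adjusted over the list alone, the added genes being *FLC* and *TUB8*. *FLC* (AT5G10140) had normalized counts of 79.8 and 69.7 in the wild-type libraries and 8.86 and 19.7 in the *s2lb-2* libraries, a log2 fold change of -2.40 (adjusted p = 0.0768 by limma with Benjamini-Hochberg adjustment). The authors' deposited table gives *FLC* an adjusted p of 0.0151. *TUB8* (AT5G23860) had 2747 and 3419 in wild type and 2042 and 1984 in *s2lb-2*, a log2 fold change of -0.61 (adjusted p = 0.0938 by limma with Benjamini-Hochberg adjustment). The authors' deposited table gives it -0.61 with an adjusted p of 0.00341. *CCA1* (AT2G46830) had 1343 and 998 in wild type and 2220 and 1535 in *s2lb-2*, a log2 fold change of 0.67 (adjusted p = 0.216 by limma with Benjamini-Hochberg adjustment). The authors' deposited table gives it 0.67 with an adjusted p of 0.00129, under the paper's threshold. DESeq2 on the recovered reads called *S2Lb*, *TUB8* (adjusted p = 0.00408) and *FLC* (adjusted p = 0.00180) but not *CCA1* (adjusted p = 0.0650). The error of the *CCA1* change was 0.161 in the authors' deposited table and 0.235 in this fit of genotype alone, so these results come from unlike fits. *DOG1*, *TZP*, *SPA1*, *HCF173*, *SOC1*, *MAF4*, *TOC1* and *ELF4* had adjusted p between 0.187 and 0.992 by limma. *FT* had 3 and 0 reads in wild type and 2 and 4 in *s2lb-2*, too few for a comparison.

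In Table S6, a log2 limit of 1 is stated beside counts of 391 and 270 genes for *s2lb-2*. In the authors' deposited table 348 of the called genes reach a log2 fold change of 1 in size, 216 lower and 132 higher. The comparison with *sdg2-3* was not analysed here.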
